# Estrogen receptor beta repurposes EZH2 to suppress oncogenic NFκB/p65 signaling in triple negative breast cancer

**DOI:** 10.1038/s41523-022-00387-0

**Published:** 2022-02-17

**Authors:** Kirsten G. M. Aspros, Jodi M. Carter, Tanya L. Hoskin, Vera J. Suman, Malayannan Subramaniam, Michael J. Emch, Zhenqing Ye, Zhifu Sun, Jason P. Sinnwell, Kevin J. Thompson, Xiaojia Tang, Esther P. B. Rodman, Xiyin Wang, Adam W. Nelson, Igor Chernukhin, Feda H. Hamdan, Elizabeth S. Bruinsma, Jason S. Carroll, Martin E. Fernandez-Zapico, Steven A. Johnsen, Krishna R. Kalari, Haojie Huang, Roberto A. Leon-Ferre, Fergus J. Couch, James N. Ingle, Matthew P. Goetz, John R. Hawse

**Keywords:** Breast cancer, Targeted therapies

## Abstract

Triple Negative Breast Cancer (TNBC) accounts for 15–20% of all breast cancer cases, yet is responsible for a disproportionately high percentage of breast cancer mortalities. Thus, there is an urgent need to identify novel biomarkers and therapeutic targets based on the molecular events driving TNBC pathobiology. Estrogen receptor beta (ERβ) is known to elicit anti-cancer effects in TNBC, however its mechanisms of action remain elusive. Here, we report the expression profiles of ERβ and its association with clinicopathological features and patient outcomes in the largest cohort of TNBC to date. In this cohort, ERβ was expressed in approximately 18% of TNBCs, and expression of ERβ was associated with favorable clinicopathological features, but correlated with different overall survival outcomes according to menopausal status. Mechanistically, ERβ formed a co-repressor complex involving enhancer of zeste homologue 2/polycomb repressive complex 2 (EZH2/PRC2) that functioned to suppress oncogenic NFκB/RELA (p65) activity. Importantly, p65 was shown to be required for formation of this complex and for ERβ-mediated suppression of TNBC. Our findings indicate that ERβ+ tumors exhibit different characteristics compared to ERβ− tumors and demonstrate that ERβ functions as a molecular switch for EZH2, repurposing it for tumor suppressive activities and repression of oncogenic p65 signaling.

## Introduction

Breast cancer is the most prevalent cancer among women worldwide^1^. Triple negative breast cancer (TNBC) accounts for 15-20% of breast cancer cases and is defined by the lack of estrogen receptor alpha (ERα) and progesterone receptor (PR) expression and the absence of Her2 overexpression/amplification. TNBC is a heterogeneous disease and represents the most aggressive subtype of breast cancer, accounting for a disproportionately high fraction of breast cancer mortalities^2^. Current standard of care for newly diagnosed TNBC patients involves a combination of chemotherapy, radiation, and surgery^3^. Unfortunately, approximately 46% of TNBC patients will develop distant metastasis, and survival time after diagnosis of metastatic disease is grim, with a median of only 13.3 months^3^. Further complicating the care of TNBC patients is the lack of treatment strategies that can be used in the adjuvant setting to prevent disease recurrence^3^. For these reasons, it is imperative to better understand the biology of TNBC and to discover and develop novel therapeutic strategies to combat this deadly disease.

Endocrine-based therapies such as tamoxifen and aromatase inhibitors remain the most utilized and effective class of drugs for the treatment of ERα-positive breast cancer but are not used to treat TNBC due to lack of ERα expression. Approaches to target other hormone receptors in TNBC such as the glucocorticoid receptor (GR) and androgen receptor (AR) are being explored with some early signs of success in a proportion of patients^4,5^. A second form of the estrogen receptor, ERβ, is reported to be expressed in approximately 20-30% of TN breast tumors^6,7^. ERβ is largely thought to function as a tumor suppressor in the breast given its high expression in normal mammary epithelium and loss of expression in most tumors^8,9^. Ligand-mediated activation of ERβ is known to elicit anti-cancer activity in TNBC cell lines in vitro and in vivo, effects that are reversed by anti-estrogens^6,10–12^. Intriguingly, estrogen remains the only known drug to not only prevent breast cancer development, but to also reduce breast cancer mortality^13,14^. It is conceivable that ERβ plays a central role in mediating these clinical benefits of estrogen, a possibility that has not yet been explored. Therefore, a better understanding of ERβ in breast cancer is required. Further, elucidation of ERβ’s expression profiles, role in pathophysiology, and molecular mechanisms of action are likely to uncover novel biological processes that could be exploited for therapeutic purposes.

Here we report the incidence of ERβ protein expression in the largest cohort of centrally reviewed TN breast tumors to date^15^, as well as its association with clinicopathological features, TNBC subtypes and patient outcomes. Using multiple model systems and unbiased global screens, we have discovered a molecular mechanism by which ERβ suppresses TNBC proliferation and migration. Specifically, ERβ is shown to potently inhibit the oncogenic transcriptional activities of nuclear factor kappa b (NFκB/RELA/p65) by repurposing enhancer of zeste homologue 2 (EZH2) from a co-activator to a co-repressor of p65. The functions of this co-repressor complex rely on expression of p65 and the methyltransferase activity of EZH2 for ERβ to elicit anti-cancer effects. These results describe new biology of ERβ in TNBC and further our understanding of its mechanisms of action in this sub-type of the disease.

## Results

### ERβ expression in TNBC and its association with clinicopathological features

ERβ protein expression was assessed in 567 triple negative breast tumors from the Mayo Clinic TNBC Cohort^15^ using the well-validated PPG5/10 ERβ monoclonal antibody^16–18^. ERβ positivity (ERβ+) was defined by moderate or strong nuclear staining in at least 25% of tumor cells. Based on this definition, ERβ was expressed in 102 of the 567 tumors (18%) (Table 1). Representative images of ERβ+ and ERβ− tumors have been previously published^16^. None of the patients included in this cohort received neo-adjuvant therapy. Patients with ERβ+ tumors were less likely to present with lymph node involvement than those with ERβ-negative (ERβ−) tumors (26.0% in ERβ+ versus 37.1% in ERβ−; *p* = 0.04). The proportion of patients with 15% or more stromal tumor infiltrating lymphocytes (TILs) was greater in ERβ− tumors (43.1% in ERβ+ versus 55.6% in ERβ−; *p* = 0.03) (Table 1). Regarding treatment, patients with ERβ+ tumors were less likely to receive aggressive regimens of chemotherapy (Anthracycline + Taxane) (8.8% in ERβ+ versus 22.2% in ERβ−; *p* = 0.009) (Table 1). ERβ expression was not found to differ with respect to age (*p* = 0.48), BMI (*p* = 0.84), histologic subtype (*p* = 0.23), grade (*p* = 0.39), tumor size (*p* = 0.31), Ki67 (*p* = 0.80), or AR expression (*p* = 0.87) (Table 1). Regarding overall survival (OS), there were 58 deaths among the 215 pre-menopausal women. After accounting for age, tumor size, nodal positivity and receipt of adjuvant chemotherapy, pre-menopausal women with ERβ+ disease were more likely to have shorter OS than pre-menopausal women with ERβ− disease (HRadj = 2.06; 95% CI: 1.14–3.71; *p* = 0.017). Among 342 post-menopausal women, there were 138 deaths. After accounting for the same variables, OS was not found to differ significantly with respect to ERβ status (HRadj = 0.96; 95% CI: 0.63–1.48; *p* = 0.867).

**Table 1:** Mayo clinic TNBC cohort characteristics stratified by ERβ expression.

Characteristics	Range	ERβ positive (*n* = 102)	ERβ negative (*n* = 465)	*p* value
Age (years)	<50	29 (28.4%)	161 (34.6%)	0.48
	50–69	54 (52.9%)	221 (47.5%)	
	>70	19 (18.6%)	83 (17.8%)	
BMI (kg/m^2^)	<25	40 (39.6%)	171 (37.3%)	0.84
	25–29.9	32 (31.7%)	159 (34.7%)	
	≥30	29 (28.7%)	128 (27.9%)	
	Missing	1	7	
Histology	Apocrine differentiation	6 (5.9%)	29 (6.2%)	0.23
	Medullary features	10 (9.8%)	83 (17.8%)	
	Metaplastic carcinoma	9 (8.8%)	35 (7.5%)	
	Other	77 (75.5%)	318 (68.4%)	
Nottingham grade	1–2	14 (13.7%)	50 (10.8%)	0.39
	3	88 (86.3%)	415 (89.2%)	
Maximum tumor dimension (cm)	at most 2.0	59 (57.8%)	230 (49.6%)	0.31
	2.1–5.0	38 (37.3%)	210 (45.3%)	
	5.1 or larger	5 (4.9%)	24 (5.2%)	
	Not stated	0	1	
Lymph node involvement	positive	26 (26.0%)	170 (37.1%)	0.04
	negative	74 (74.0%)	288 (62.9%)	
	not evaluated	2	7	
Ki67	≤15%	22 (22.0%)	106 (23.5%)	0.80
	>15%	78 (78.0%)	346 (76.5%)	
	not obtained	2	13	
Androgen Receptor	0	55 (67.1%)	273 (67.4%)	0.87
	1–15%	5 (6.1%)	20 (4.9%)	
	≥15%	22 (26.8%)	112 (27.7%)	
	not obtained	20	60	
Stromal TILs	1–15%	58 (56.9%)	204 (44.4%)	0.03
	≥15%	44 (43.1%)	255 (55.6%)	
	not obtained	0	6	
Chemotherapy type	Anthracycline-based	26 (25.5%)	96 (20.7%)	0.009
	Anthracycline/Taxane	9 (8.8%)	103 (22.2%)	
	Taxane-based	4 (3.9%)	6 (1.3%)	
	Non-Anthracycline/non-Taxane	14 (13.7%)	58 (12.5%)	
	None/unknown	49 (48.0%)	202 (43.4%)	

*BMI* Body Mass Index, *TILs* Tumor Infiltrating Lymphocytes.

### ERβ expression among distinct subtypes of TNBC

TNBC is a highly heterogeneous disease that has been subtyped by various groups^19–21^. We therefore assessed the distribution of ERβ+ and ERβ− tumors across these different subtypes. In the four subtypes described using the non-negative matrix factorization (NMF) method^19^, the majority of ERβ+ tumors were classified as basal-like immune activated (BLIA) (34.4% of all ERβ+ tumors) or basal-like immunosuppressed (BLIS) (43.8% of all ERβ+ tumors), and no differences were observed between the distribution of ERβ+ versus ERβ− tumors across these four subtypes (*p* = 0.891) (Table 2). In the subtypes described by Jezequel et al. (Fuzzy)^21^, most ERβ+ tumors were classified as basal TNBC (bTNBC) (53.1%), but again no differences in the distribution of ERβ+ versus ERβ− tumors across subtypes were detected (*p* = 0.596) (Table 2). Last, using a classification system being developed by the Kalari group (CALAR), the vast majority of all tumors were classified as basal (bTNBC) (80.9%), and no significant differences were detected for the distribution of ERβ+ versus ERβ− cancers (*p* = 0.596) (Table 2). These data demonstrate that ERβ positivity is not significantly enriched within a particular subtype of TNBC.

**Table 2:** Distribution of ERβ+ and ERβ− TN tumors across TNBC subtypes.

Panel	Subtype	ERβ-positive (*n* = 32)	ERβ-negative (*n* = 225)	Total (*n* = 257)	*p* value
NMF					0.891
	BLIA	11 (34.4%)	83 (36.9%)	94 (36.6%)	
	BLIS	14 (43.8%)	87 (38.7%)	101 (39.3%)	
	LAR	5 (15.6%)	33 (14.7%)	38 (14.8%)	
	MES	2 (6.2%)	22 (9.8%)	24 (9.3%)	
Fuzzy					0.596
	IMM	10 (31.2%)	91 (40.4%)	101 (39.3%)	
	LAR	5 (15.6%)	33 (14.7%)	38 (14.8%)	
	bTNBC	17 (53.1%)	101 (44.9%)	118 (45.9%)	
CALAR					0.596
	LAR	5 (15.6%)	44 (19.6%)	49 (19.1%)	
	bTNBC	27 (84.4%)	181 (80.4%)	208 (80.9%)	

*NMF* Non-negative matrix factorization subtypes, *CALAR* TNBC subtypes described by Kalari group, *Fuzzy* TNBC subtypes described by Jezequel et al., *BLIA* Basal-like immune activated, *BLIS* Basal-like immunosuppressed, *bTNBC* Basal TNBC.

### Molecular profiles of ERβ+ TNBC

Given the association of ERβ with tumor suppressive phenotypes in TNBC, we sought to elucidate the molecular consequences of ERβ expression in this disease. Towards this goal, we screened a panel of TNBC cell lines to identify ERβ+ models. Of the 11 cell lines in our panel, none expressed appreciable levels of ERβ mRNA or protein (Fig. 1a, b) and none exhibited alterations in cell proliferation rates when treated with estradiol (E2), the ERβ-specific agonist LY500307 (LY), or the ER antagonist fulvestrant (ICI), with the exception of HCC1937 and BT20 cells, which exhibited increased proliferation in response to ICI (Fig. 1c). Given the lack of TNBC models with endogenous ERβ expression, we utilized cell lines that stably express full length ERβ in a doxycycline (dox)-inducible manner (Fig. 1a, b)^6,12,22^. Expression of ERβ was shown to suppress TNBC cell proliferation following E2 and LY treatment, effects that were completely blocked by ICI in all three models (Fig. 1d).

**Fig. 1:**
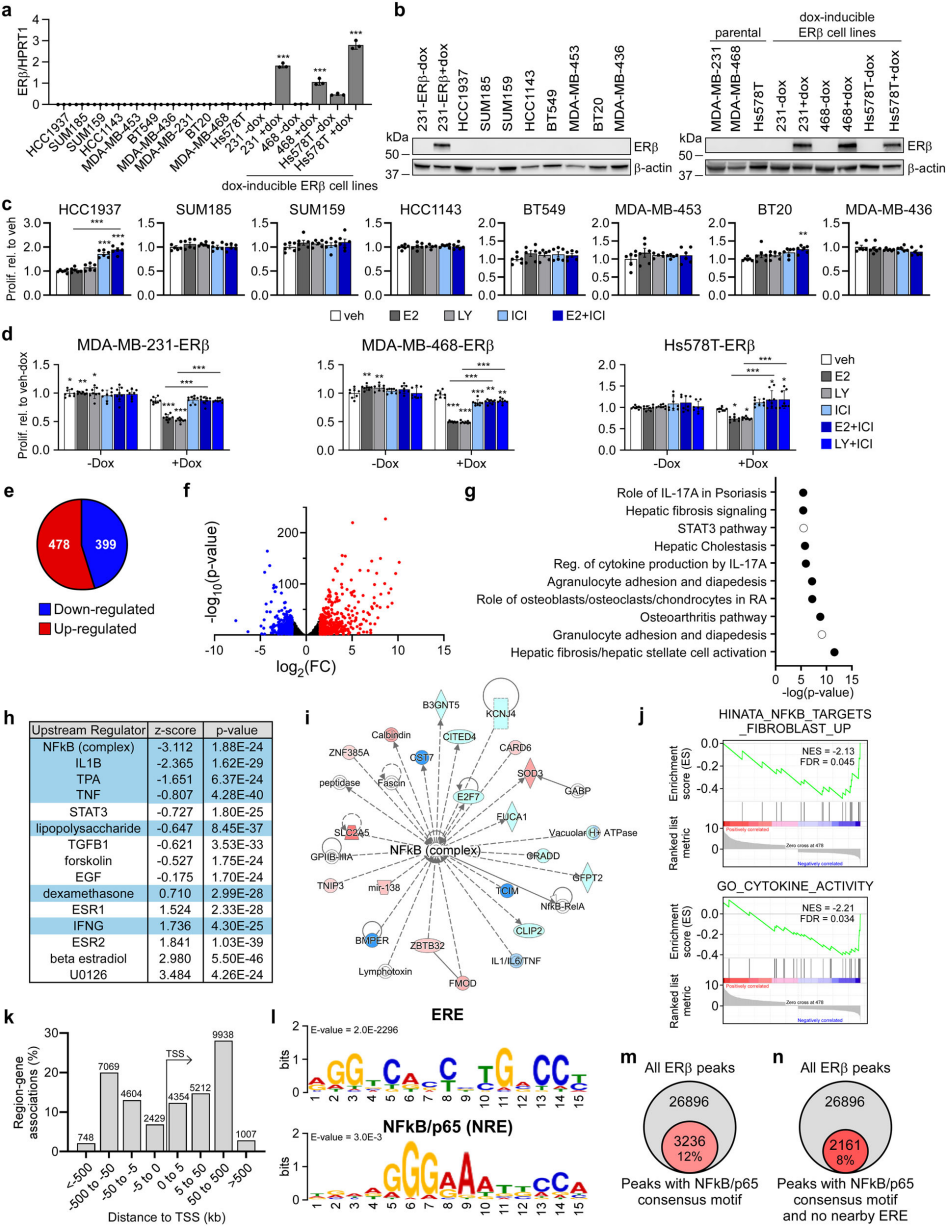
Molecular features of ERβ + TNBC cells. **a** RT-qPCR and (**b**) western blot analysis of ERβ mRNA and protein expression in a panel of TNBC cell lines. Effects of E2, LY, and ICI on proliferation of ERβ− (**c**) and ERβ+ (**d**) TNBC cell lines. **e** Pie graph and (**f**) volcano plot depicting the number and magnitude of gene expression changes detected by RNA-seq of MDA-MB-231-ERβ cells following E2 treatment relative to vehicle (ethanol) control in the presence of dox. IPA analysis of the ERβ transcriptome depicting the (**g**) top 15 canonical pathways regulated by ERβ (NFκB/p65-related pathways shaded black) and (**h**) top 15 upstream regulators (NFκB/p65-associated regulators highlighted in blue). **i** Network analysis of RNA-seq data revealed the NFκB/p65 signaling pathway as centrally down-regulated by ERβ. **j** GSEA of differentially expressed genes identified negative correlations between the ERβ transcriptome and NFκB/inflammatory responses. **k** GREAT and (**l**) motif analysis of ERβ ChIP-seq peaks identified following 3 h of dox + E2 treatment of MDA-MB-231-ERβ cells relative to veh + dox treatment. ERE estrogen response element, NRE NFκB/p65 response element. Venn diagrams of all ERβ binding sites and ERβ binding sites that encode (**m**) an NFκB/p65 consensus motif or (**n**) an NFκB/p65 consensus motif with no ERE within 50 kb. All data is presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 relative to vehicle or between indicated treatments (one-way ANOVA). See also Figure S1.

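The libraries came from MDA-MB-231-ERβ cells, a TNBC cell line that expresses full length ERβ when dox is added. Cells were plated in triplicate with dox and received vehicle (ethanol) or 1 nM E2 for 5 days, and 20 ng/ml TNFα was added to some for the final 3 h. The resulting 12 libraries form 4 groups of 3, namely vehicle, E2, TNFα and E2+ TNFα. The deposited values are the reads that the authors assigned to each gene with featureCounts, as whole numbers without normalization or batch correction, for entries with hg38 coordinates. Of these entries, 46 were exact repeats and 70 had the locus and counts of another symbol, and the 12451 others were used. Reads assigned to genes came to between 7.65 and 39.9 M per library (M, mega), with a median of 37.5 M for vehicle, 30.2 M for TNFα, 11.9 M for E2 and 27.1 M for E2+ TNFα. Counts from replicates of one group differed 9.55 to 66.6 times more than counting error allows (chi-square per degree of freedom), so each test used the spread between replicates. The 11303 genes with an RPKM of at least 1 in at least 3 libraries were tested with edgeR's quasi-likelihood F test after TMM normalization, in one fit of the 4 group means. A gene was called significantly regulated at the paper's thresholds, which are an absolute log2 fold change of at least 1.5, a p under 0.05 and an adjusted p (Benjamini-Hochberg) of at most 0.1. ESR2, the gene that encodes ERβ (chromosome 14 of hg38, 64172925 to 64338550), was at 472.5 ± 14.9 CPM (SD, n = 3) in vehicle, 306 ± 14.7 in E2, 255 ± 26.7 in TNFα and 448.5 ± 53.2 in E2+ TNFα libraries. Across the 12 libraries it ranged from 228 to 507.7 CPM.
The labels name the treatment and the replicate and give no batch. In log2 CPM, the first principal component held 67.4% of the variance and separated the 3 vehicle libraries from the 9 others, and the second held 20.4% and separated the TNFα libraries. Spearman correlations across genes between a vehicle library and a library of another group were 0.706 to 0.863. Libraries of different groups other than vehicle correlated at 0.928 to 0.989, and replicates within a group at 0.973 to 0.998. A sequencing batch that held the vehicle libraries alone cannot be told apart from the vehicle condition, because no batch with both vehicle and treated libraries is known and no comparison within a batch can be had.

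**Figure D1:**
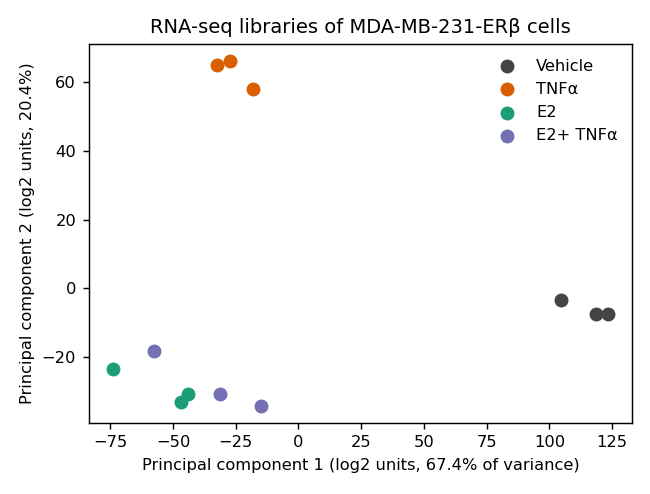
Principal components of the 12 libraries from the log2 CPM of the 11303 genes tested, with the first component on the x axis, the second on the y axis and 1 point per library, coloured by treatment. The vehicle libraries lie between 104.5 and 123.2 on the first component and the 9 other libraries between -73.7 and -15.0.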

To elucidate the gene expression changes elicited by ERβ, RNA-sequencing (RNA-seq) was performed on MDA-MB-231-ERβ cells following vehicle and E2 treatment for 5 days (GSE155685). 

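In E2-treated relative to vehicle-treated cells, 3447 of the genes tested were significantly regulated, of which 1116 were induced and 2331 repressed. At an adjusted p of at most 0.1 and any size of change, the number was 9249. Across the 6 fits that each left out 1 vehicle or E2 library, between 2734 and 3641 genes were significantly regulated. For 30 of the 3447 genes, every library of 1 group had at most 3 counts, and for 9 of the 30 the lower bound on the change was under the threshold. Of the alternatives set before the data were examined, an unwanted factor estimated from 20 housekeeping genes as in RUVseq moved the count most, to 1417, and with it 54.9% of the regulated genes were induced in place of 32.4%. With library size as the only normalization, the median of all genes moved to -0.38 (log2), and 17.4% of 3611 regulated genes were induced.
The log2 fold change depended on base composition, with a Spearman correlation across genes of 0.66 with exon GC content and -0.38 with gene length (genes are not independent replicates). The median was -1.91 in the 20% of genes with the lowest GC content (32.5% to 42.0%) and 0.76 in the 20% with the highest (59.0% to 76.6%). Removing each library's trend with GC content and length, a step chosen after seeing the data, brought the correlation with GC content to -0.07. It left 1571 significantly regulated genes, 820 of them induced, and 1027 of the 1571 were among the 3447. Of known E2 targets, GREB1 (chromosome 2, 11534116 to 11642788) rose from 3.44 ± 0.162 to 51.7 ± 8.84 CPM (SD, n = 3 each), a log2 fold change of 3.90 (standard error 0.167, adjusted p = 7.21e-11 from edgeR). TFF1 (chromosome 21, 42362282 to 42366535) had at most 3 counts in each vehicle library and was at least 12.9-fold higher with E2.

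**Figure D2:**
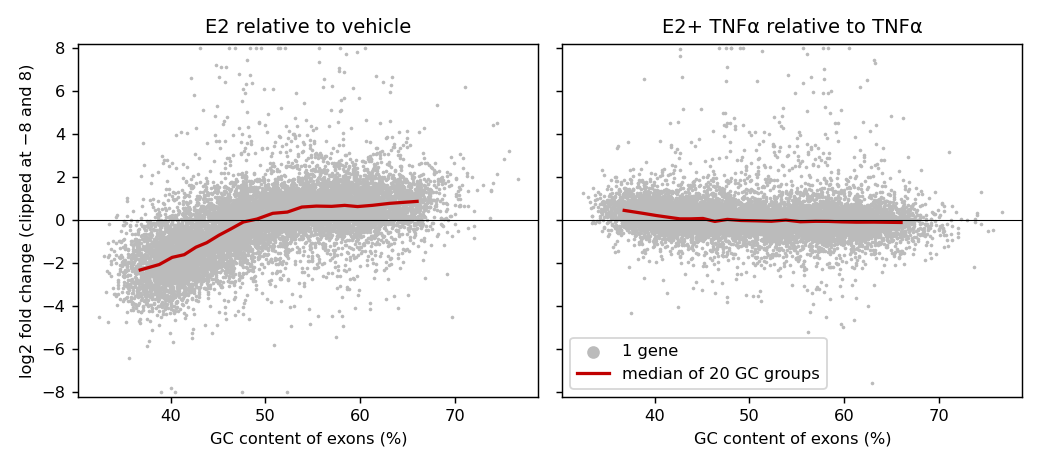
Log2 fold change (y axis) of the genes tested against exon GC content (x axis). The panels are E2 relative to vehicle and E2+ TNFα relative to TNFα. Each point is a gene, and the line joins the medians of groups of genes ordered by GC content. E2 relative to vehicle runs from low values at low GC content to high values at high GC content. For E2+ TNFα relative to TNFα, the median was 0.28 in the 20% of genes with the lowest GC content and -0.08 in the highest.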

Overall, 877 genes were significantly regulated by ERβ (Fig. 1e, f, Supplemental Table 1). 

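Genes that the paper names as p65 targets were read from the same fit of E2 relative to vehicle. IL1B (chromosome 2 of hg38, 112829751 to 112836779) fell from 230.7 ± 5.72 to 31.3 ± 7.00 CPM (SD, n = 3 libraries each), a log2 fold change of -2.88 (standard error 0.142, adjusted p = 3.61e-10 from edgeR). CXCL2 (chromosome 4, 74097035 to 74099280) fell from 73.4 ± 1.50 to 17.3 ± 3.49 CPM, or -2.10 (standard error 0.149, adjusted p = 1.22e-08). IL11 (chromosome 19, 55364382 to 55370463) fell from 168 ± 10.1 to 27.6 ± 3.47 CPM, or -2.61 (standard error 0.216, adjusted p = 5.15e-08). CXCL8, which the paper calls IL8 (chromosome 4, 73740506 to 73743716), fell from 1058 ± 152 to 39.2 ± 28.5 CPM, or -4.72 (standard error 0.592, adjusted p = 3.27e-06). With the RUV factor its log2 fold change was 1.52 (adjusted p = 0.321), and across all the other alternatives that kept every library its value stayed negative. IL6 (chromosome 7, 22725442 to 22732002) fell from 138.5 ± 8.60 to 96.2 ± 7.46 CPM, a change of -0.53 that was under the size threshold (standard error 0.119, adjusted p = 0.000835). With the GC and length trends removed, the log2 fold change of IL6 was 0.08 (adjusted p = 0.557). For these 5 genes every E2 library was below every vehicle library, an order that chance gives to 10% of genes in either direction. ALOX5AP (chromosome 13, 30713478 to 30764428), at 3.76 ± 0.190 and 2.49 ± 1.58 CPM, did not differ beyond the spread between replicates, with a log2 fold change of -0.68 (adjusted p = 0.111). CXCL1 (chromosome 4, 73869392 to 73871302) changed by -1.24 (adjusted p = 9.11e-08), under the size threshold, and by -1.59 with library size only. BCL2A1 had an RPKM of at least 1 in 1 library and was not tested. VCAM1 was not analysed here.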

Ingenuity pathway analysis (IPA) identified multiple inflammatory pathways regulated by ERβ, many of which involved NFκB/p65 as a central component (Fig. 1g). Similarly, upstream regulator analysis of the ERβ transcriptome was negatively correlated with multiple ligands known to activate the canonical NFκB signaling pathway (via p65), as well as the NFκB complex itself (Fig. 1h). 

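The software and database behind the upstream regulator analysis were not used here, and the genes of this pathway were read one by one. RELA, which encodes p65 (chromosome 11, 65653596 to 65662972), was at 182 ± 12.7 CPM in vehicle and 349 ± 61.4 CPM in E2 libraries (SD, n = 3), a log2 fold change of 0.94 (adjusted p = 9.26e-06 from edgeR) that was -0.12 with the RUV factor. RELB changed by -0.36 (adjusted p = 0.0388). Of genes that TNFα is known to induce, TNF itself rose from 0.317 ± 0.0531 to 1.24 ± 0.53 CPM, a log2 fold change of 2.03 (adjusted p = 3.26e-05), and it was not past the thresholds without E2 replicate 1 (1.48), with the RUV factor (1.62) or with the GC and length trends removed (1.22). NFKBIA rose by 1.08 and ICAM1 by 1.03, and ICAM1 was at -0.02 with the RUV factor. TNFAIP3 changed by -1.42 (standard error 0.115) and passed the size threshold without vehicle replicate 1, at -1.61, without vehicle replicate 3, at -1.51, with library size only, at -1.78, and with the RUV factor, at -1.501. BIRC3 changed by -1.38 (standard error 0.345) and passed it without vehicle replicate 1, at -1.60, without E2 replicate 1, at -1.71, and with library size only, at -1.72. Its direction depended on the processing, since the value was 2.16 with the RUV factor and 1.28 with the GC and length trends removed. Among genes of the polycomb complex that the paper studies, EZH2 changed by -1.28 and EED by -1.18, and EED was at 0.68 with the RUV factor. With library size only, these 2 were past the size threshold, at -1.63 and -1.53. SUZ12 changed by -3.10, but it has a spliced copy elsewhere in the genome that can take its reads, and with the RUV factor and with the trends removed its values were -1.11 and -0.999.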

Network analysis of the ERβ-regulated genes further revealed that the NFκB complex was centrally regulated in this dataset (Fig. 1i). 

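Values of the coloured genes of the network were read from the fit of E2 relative to vehicle. Among genes drawn as induced, SOD3 had a log2 fold change of 5.38 (standard error 0.554, adjusted p = 4.40e-07 from edgeR), SLC2A5 of 3.97, CALB2 of 3.75 and ZNF385A of 2.73, and all 4 were significantly regulated. CARD6 rose by 1.21, under the size threshold, and was past the thresholds with the RUV factor (2.80) and with the GC and length trends removed (2.05). FMOD did not differ beyond the spread between replicates, at 0.00 (standard error 0.377, adjusted p = 0.994). Its value changed sign across the fits that each left out 1 library, from -0.34 to 0.26. MIR138-1 was at 0.117 ± 0.0666 CPM in vehicle and 0.28 ± 0.25 CPM in E2 libraries, which gave 0.94 (standard error 1.02, adjusted p = 0.415). Of genes drawn as repressed, BMPER changed by -3.65, B3GNT5 by -3.13, E2F7 by -3.07, CST7 by -2.18 and CRADD by -1.57, and all 5 were significantly regulated. Without E2 replicate 2, CRADD was at -1.37, under the threshold. With the RUV factor, 6 of these 9 genes were not past the thresholds, namely SLC2A5 (3.01, adjusted p = 0.135), ZNF385A (1.18), BMPER (-3.42, adjusted p = 0.122), B3GNT5 (-1.373), CST7 (-1.495) and CRADD (-0.86), and B3GNT5 was not with the trends removed (-1.374). CLIP2 (-1.36), FUCA1 (-1.21) and GFPT2 (-0.47) fell less. CLIP2 passed the threshold without vehicle replicate 2, at -1.53, and without vehicle replicate 3, at -1.51. CLIP2 and FUCA1 were past it with library size only (-1.72 and -1.56), with the RUV factor (-2.82 and -1.99) and with the trends removed (-1.95 and -1.67). CITED4 was at 0.10 (adjusted p = 0.861) and KCNJ4 at 0.59 (adjusted p = 0.132). With the GC and length trends removed these were -1.49 and -0.40. TNIP3, ZBTB32 and TCIM had too few reads to be tested, and CALB1 was not analysed here. From the network analysis of the ERβ-regulated genes (Fig. 1i), the paper concludes that the NFκB complex was centrally regulated.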

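Sets of genes were tested with camera from limma on voom-transformed counts, with a preset correlation of 0.01 between genes and two-sided p. The published gene sets were not used here. In their place stood a list of 60 NFκB target genes written in advance, of which 50 were tested, and 49 cytokine and chemokine ligands chosen by symbol, 18 of which are on both lists. In E2 relative to vehicle, 27 of the 50 NFκB target genes were higher and 23 lower, with a median log2 fold change of 0.34 (p = 0.549, n = 50 genes). This test sets the genes of a list against the other genes, and genes are not independent replicates. The median was 0.18 when the 2 genes with at most 3 counts in every library of a group, CCL2 (named for its counts, after its values were seen) and CCL20, were set to their bounds. Of the 50 genes, 8 were induced and 10 repressed past the thresholds, and 45 had an adjusted p of at most 0.1, both adjusted over the list alone and over all genes tested. With the RUV factor the median was -0.54 (p = 0.218, n = 50 genes), and with the GC and length trends removed it was -0.10 (p = 0.404). Among the 49 cytokine genes, 24 were higher and 25 lower, with a median of -0.03 (p = 0.705, n = 49 genes), and 13 were induced and 13 repressed past the thresholds. In that list 43 genes had an adjusted p of at most 0.1, adjusted over the list alone as over all genes. Neither list passed a p of 0.05 with camera, with the preset or with an estimated correlation. With fry, which takes the correlation from the residuals, the NFκB target list was higher in E2 libraries (p = 0.0191, n = 50 genes). Fry does not set the list against the other genes, most of which also changed, so this p does not set the list apart from them.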

Gene Set Enrichment Analysis (GSEA) showed inverse correlations with several NFκB/inflammatory cytokine pathways (Fig. 1j). Confirmation of ERβ-mediated down-regulation of several p65 target genes was performed via RT-qPCR in an independent set of RNA isolated from MDA-MB-231-ERβ and Hs578T-ERβ cells (Supplemental Fig. 1a, b). Further, we demonstrated that ERβ expression could partially suppress the expression of some p65 target genes even in the absence of a ligand (ie dox vs. no dox treatment) (Supplemental Fig. 1a, b).

We next assessed the genomic distribution of ERβ in MDA-MB-231-ERβ cells using chromatin immunoprecipitation followed by sequencing (ChIP-seq; GSE108981). In total, 26,896 ERβ binding sites were identified following E2 treatment^11^. The majority of ERβ binding sites were located 50–500 kb up- or down-stream of transcriptional start sites, indicating that ERβ primarily functions at distal enhancer regions (Fig. 1k). Motif analysis^23^ identified estrogen response elements (EREs) as the most common ERβ-associated motif, but ERβ was also frequently associated with NFκB/p65 response elements (NREs) throughout the genome (Fig. 1l). In fact, over 12% of all ERβ binding sites contained an NRE (Fig. 1m), most of which did not contain an ERE within 50 kb (Fig. 1n). Example ChIP-seq tracks for ERβ occupancy at p65 target genes found to be repressed by ERβ are shown in Figure S1c following vehicle and E2 treatment.

### Relevance of ERβ-mediated suppression of NFκB/p65 signaling

RNA-seq data was available for a sub-set of ERβ+ (*n* = 32) and ERβ− (*n* = 225) patient tumors from the Mayo Clinic TNBC Cohort. Interrogation of these data revealed that the expression of multiple NFκB/p65 target genes were diminished in the ERβ+ tumors relative to ERβ− tumors, including *BCL2A1, CXCL1, IL8 (CXCL8)*, and *VCAM1* (Fig. 2a). GSEA of differentially expressed genes in ERβ+ TN breast tumors revealed significant negative correlations with publically available gene sets related to NFκB signaling (Fig. 2b). To assess whether ERβ-mediated suppression of NFκB/p65 target genes was reflected at the protein level, we performed a Cytokine/Chemokine array (Eve Technologies) using conditioned medium from MDA-MB-231-ERβ cells treated with vehicle or E2. Indeed, the protein levels of multiple NFκB/p65 target genes were significantly decreased in E2 conditioned medium (Fig. 2c). We next performed a co-culture experiment using various ratios of parental MDA-MB-231 cells expressing nuclear red fluorescent protein (RFP) and MDA-MB-231-ERβ cells expressing nuclear green fluorescent protein (GFP) to determine the potential impact of changes in the ERβ regulated secretome on TNBC cell proliferation. As expected, ERβ- parental MDA-MB-231 cells were unaffected by E2 treatment in the absence of ERβ+ cells (Fig. 2d, left). However, the presence of ERβ+ cells resulted in inhibition of ERβ− cell proliferation rates following E2 treatment (Fig. 2d, middle panels), indicating that the alterations in the ERβ regulated secretome are of relevance to the anti-proliferative effects of ERβ-targeted therapies (Fig. 2d).

**Fig. 2:**
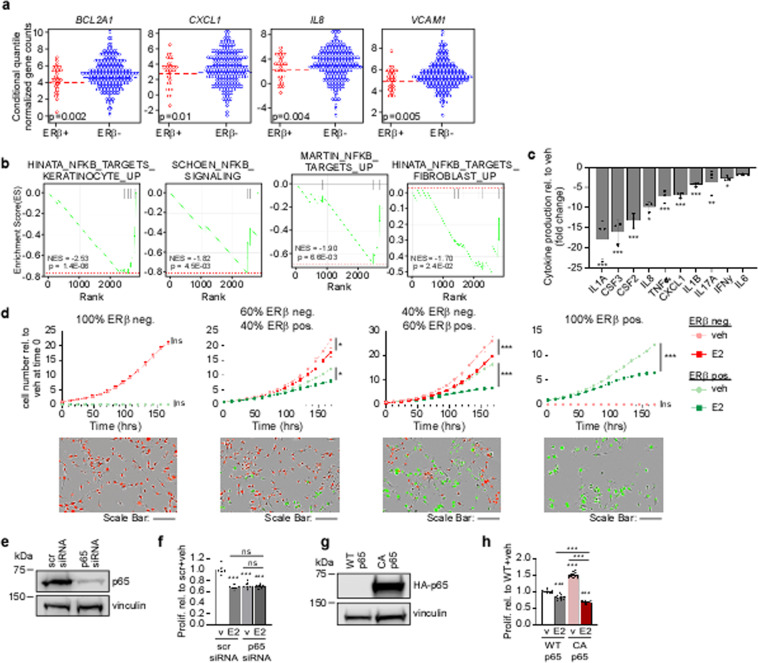
Relevance of NFκB/p65 pathway to ERβ’s tumor suppressive properties. **a** Expression of NFκB/p65 target genes shown to be suppressed by ERβ in TNBC cell lines in ERβ+ (*n* = 32) versus ERβ− (*n* = 225) TN breast tumors from the Mayo Clinic Cohort as assessed by RNA-seq. Dashed line indicates median expression. **b** GSEA of differentially expressed genes in ERβ+ tumors versus ERβ− tumors revealed negative correlations with NFκB/p65 pathways. **c** Protein levels of NFκB/p65 target genes in conditioned medium isolated from MDA-MB-231-ERβ cells treated with E2+ dox for five days relative to vehicle + dox as determined via a cytokine array. **d** Co-culture real-time proliferation assays of parental (red) and ERβ-expressing (green) MDA-MB-231 cells treated with veh + dox or E2+ dox using an IncuCyte S3 system. Representative images of wells are shown in bottom panels. Scale bars are equivalent to 200 µm. **e** Western blot indicating knockdown of p65 protein following transfection of p65-specific siRNAs relative to scramble control (scr). **f** Proliferation rates of dox treated MDA-MB-231-ERβ cells following p65 knockdown and E2 treatment. **g** Western blot depicting expression of the HA-tagged constitutively active p65 expression vector (CA p65) in MDA-MB-231-ERβ cells. **h** Proliferation rates of dox treated parental and CA p65 cells following vehicle and E2 treatment. All data is presented as mean ± SEM. (**c**, **f**, **h**), *P < 0.05, **P < 0.01, ***P < 0.001 relative to vehicle (one-way ANOVA). (**d**) *P < 0.05, **P < 0.01, ***P < 0.001 as determined via two-way ANOVA.

To further assess the importance of changes in canonical NFκB signaling with regard to the anti-cancer effects of ERβ, we determined the impact of p65 knockdown (Fig. 2e, f) and constitutive activation (Fig. 2g, h) on ERβ+ cell proliferation. siRNA-mediated knockdown of p65 in MDA-MB-231-ERβ cells significantly inhibited proliferation to an extent that was identical to E2 treatment (Fig. 2f). Further, the inhibitory effects of E2 were lost in the setting of p65 knockdown (Fig. 2f). Expression of a constitutively active form of NFκB/p65 (CA p65) in MDA-MB-231-ERβ cells (Fig. 2g) resulted in increased cell proliferation (Fig. 2h). Intriguingly, E2 was a more potent inhibitor of proliferation in cells with constitutively active p65 (Fig. 2h). Taken together, these data suggest that inhibition of p65 signaling is a primary mechanism by which ERβ elicits anti-cancer effects in TNBC cells.

### ERβ blocks ligand-mediated activation of canonical NFκB/p65 signaling

Based on our findings that ERβ repressed basal p65 signaling in TNBC, we next investigated whether ERβ could block ligand-mediated activation of the canonical NFκB/p65 signaling pathway. We chose to activate canonical NFκB/p65 signaling with tumor necrosis factor alpha (TNFα), a potent ligand for canonical NFκB/p65 signaling known to promote proliferation, migration, and primary tumor growth of TNBC^24,25^. TNFα was also chosen since it was identified as a top-upstream regulator in our IPA analysis of the ERβ transcriptome (Fig. 1d). 

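In TNFα-treated relative to vehicle-treated MDA-MB-231-ERβ cells, 3016 of the 11303 genes tested were significantly regulated, of which 751 were induced and 2265 repressed. Across the 6 fits that each left out 1 vehicle or TNFα library, the number was 2348 to 3163. The RUV factor moved it most, to 1095 genes with 35.5% induced, against 24.9% without the factor. With the trends in GC content and length removed, 1185 genes were significantly regulated, and 47.1% of them were induced. TNF (chromosome 6 of hg38, 31575567 to 31578336) rose from the vehicle level to 36.7 ± 2.42 CPM (SD, n = 3), a log2 fold change of 6.84 (standard error 0.267, adjusted p = 4.72e-11 from edgeR). NFKBIA (chromosome 14, 35401510 to 35404754) rose by 2.36 and ICAM1 (chromosome 19, 10270841 to 10286615) by 1.92, which was 1.18 with the RUV factor and 1.305 with the GC and length trends removed. TNFAIP3 (chromosome 6, 137866317 to 137883314) rose by 1.55, which was under the size threshold without vehicle replicate 1 (1.38), without vehicle replicate 3 (1.47), without TNFα replicate 3 (1.47), with library size only (1.36), with at least 10 counts in every library (1.4985) and with the RUV factor (1.4987). BIRC3 (chromosome 11, 102317373 to 102339403) changed by -2.67, and by -0.14 with these trends removed and -0.12 with the RUV factor. Of the p65 target genes, IL6 rose by 2.85 (adjusted p = 1.72e-10), IL1B by 2.80 (adjusted p = 5.52e-10), IL11 by 1.57 and CXCL2 by 1.53. IL11 was under the size threshold without TNFα replicate 3 (1.25), without vehicle replicate 2 (1.43), without vehicle replicate 3 (1.46), with library size only (1.36), with the RUV factor (0.73) and with the trends removed (0.88). CXCL2 was under it without any 1 of the vehicle libraries (1.42 to 1.45), without TNFα replicate 3 (1.47), with library size only (1.34), with at least 10 counts in every library (1.48) and with the RUV factor (1.46). CXCL1 (1.34) and ALOX5AP (0.94) rose by less than the threshold, and with the trends removed CXCL1 was past it (1.73). ALOX5AP was at -0.61 with the RUV factor. CXCL8 changed by -1.31 (standard error 0.509, adjusted p = 0.0281), by 3.24 with the RUV factor, and by 1.20 with the trends removed. It was past the size threshold without vehicle replicate 1 (-1.52), without TNFα replicate 2 (-1.62) and with library size only (-1.504).
Of the 3016 genes, 2279 (75.6%) were also significantly regulated in E2 relative to vehicle in the same direction. The 2 sets of fold changes correlated across genes at a Pearson r of 0.812. Because both use the vehicle libraries, simulated libraries without any treatment effect gave 0.427. The simulation held no batch and no trend with GC content, so the excess over 0.427 does not show a response shared by E2 and TNFα.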

RNA-seq analysis identified 915 genes regulated by TNFα in MDA-MB-231-ERβ cells (Fig. 3a, Supplemental Table 2). TNFα failed to significantly regulate 458 of these genes (50%) when E2 was present (E2+ TNFα treatment) (Fig. 3a, Supplemental Table 3). Indeed, E2 treatment largely blocked or attenuated the ability of TNFα to induce or repress NFκB/p65 target genes (Fig. 3b). 

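In E2+ TNFα relative to vehicle, 2837 genes were significantly regulated (850 induced and 1987 repressed), and leaving out 1 library at a time gave 2217 to 3154. The excess of repressed genes depended on the processing, as 30.0% were induced against 53.7% (673 of 1253) with the RUV factor and 52.6% (651 of 1238) with the GC and length trends removed. Of the 3016 TNFα-regulated genes, 2116 were among them and 900 (29.8%) were not. The count of 900 ranged from 719 to 1151 across the fits that each left out 1 library. It was 494 of 1095 TNFα-regulated genes with the RUV factor and 526 of 1185 with the GC and length trends removed. Both are larger shares than 29.8%. A direct comparison of E2+ TNFα with TNFα, which does not use the vehicle libraries, found 628 genes significantly regulated (401 induced and 227 repressed), with 572 to 729 across the fits that each left out 1 library. Of the 900 genes, which were chosen on the same TNFα and E2+ TNFα libraries, 168 were among the 628. Between E2+ TNFα and E2, where TNFα was added to E2-treated cells, 46 genes were significantly regulated, 44 of them induced. Without E2 replicate 3 this number was 84, and it was 32 to 84 across the 6 fits that each left out 1 library. For 6 of the 46 genes every library of 1 group had at most 3 counts, and all 6 bounds were under the size threshold. The RUV factor gave 85 genes in that comparison, 46 of them repressed.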

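The 751 TNFα-induced genes had a median log2 fold change relative to vehicle of 1.89 with TNFα, 1.57 with E2+ TNFα and 1.70 with E2 alone. For the 2265 TNFα-repressed genes these medians were -2.27, -1.94 and -2.27. Setting genes with at most 3 counts in a whole group to their bounds moved each of the 6 medians by at most 0.0145. In E2+ TNFα relative to TNFα, 520 of the induced genes (69.2%) were lower, with a median of -0.33, which was larger than its SD over replicates of 0.0988. Past the thresholds, 98 of them were lower and 20 higher. Because the genes were chosen on the same TNFα libraries, they were also chosen on 2 replicates and measured on the third, which gave -0.36, -0.27 and -0.32. The median was -0.17 with the RUV factor. It was -0.27 to -0.44 across the fits that each left out 1 library, and -0.44 came without E2+ TNFα replicate 3. The repressed genes were higher in 1796 cases, with a median of 0.41, close to its SD over replicates of 0.396. In E2+ TNFα relative to E2, the medians were -0.13 for the induced and 0.30 for the repressed genes.
Of the 50 NFκB target genes tested, 44 rose with TNFα relative to vehicle (median 1.59, p = 4.36e-12 from camera, n = 50 genes, 29 induced and 2 repressed past the thresholds). With E2+ TNFα, 39 rose (median 1.32, p = 4.49e-07, n = 50 genes, 20 induced and 2 repressed). Relative to TNFα alone, 34 of the 50 were lower with E2+ TNFα (median -0.49, p = 7.57e-07, n = 50 genes). In that comparison 9 genes were repressed and 3 induced past the thresholds, and 37 had an adjusted p of at most 0.1 adjusted over the list alone, against 36 over all genes. Relative to E2 alone, 46 of the 50 were higher with E2+ TNFα (median 1.17, or 1.05 with 2 genes at their bounds, p = 6.39e-58, n = 50 genes), 19 of them past the thresholds and none lower past them. This last comparison of the list was added after values of some of its genes had been seen. The interaction, which asks whether TNFα changed the list less with E2, had a median of -0.65 (p = 0.0029, n = 50 genes) and was not past a p of 0.05 with the trends in GC content and length removed (p = 0.0572). TNFα relative to vehicle and E2+ TNFα relative to TNFα and to E2 passed a p of 0.05 with fry too. With an estimated correlation in camera, p was 0.00948, 0.0418 and 4.53e-05 in that order (n = 50 genes). The far smaller p from camera with the preset correlation therefore depend on that setting. The interaction passed 0.05 with fry (p = 1.03e-05) but not with an estimated correlation (p = 0.181, n = 50 genes). Adjusted over the 12 tests of the 2 lists (Benjamini-Hochberg), p for the NFκB target list was 2.62e-11 for TNFα relative to vehicle, 1.82e-06 for E2+ TNFα relative to TNFα and 0.00496 for the interaction.

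**Figure D3:**
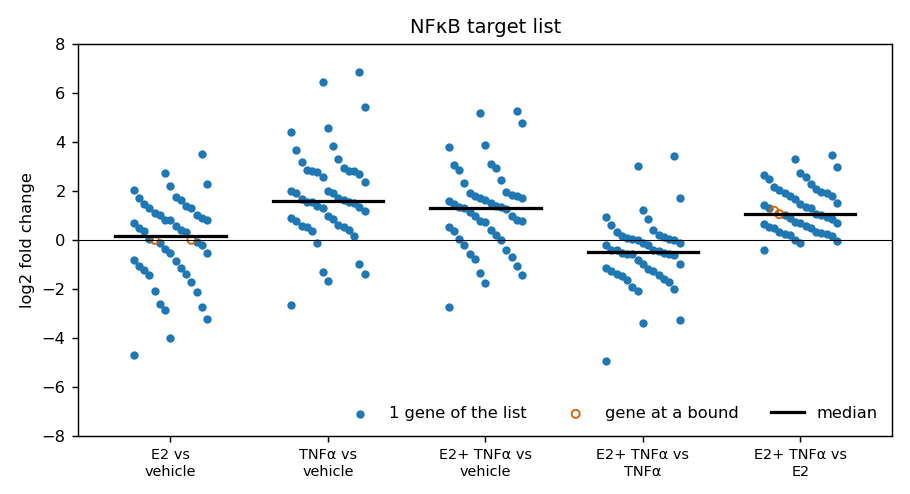
Log2 fold change (y axis) of the 50 NFκB target genes in 5 comparisons (x axis). Each filled point is a gene, each open point a gene with at most 3 counts in every library of a group, drawn at its bound, and each bar the median, which is 0.18, 1.59, 1.32, -0.49 and 1.05 from left to right.

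Of the p65 target genes of the RT-qPCR, IL1B reached 1601 ± 96.8 CPM (SD, n = 3) with TNFα and 152.5 ± 4.91 CPM with E2+ TNFα, a log2 fold change between these groups of -3.39 (standard error 0.141, adjusted p = 1.02e-10 from edgeR). IL11 was at 497 ± 185.5 and 26.3 ± 2.63 CPM (-4.24, adjusted p = 1.52e-09) and CXCL2 at 213 ± 22.1 and 64.3 ± 4.72 CPM (-1.73, adjusted p = 1.56e-07). ALOX5AP was at 7.25 ± 2.11 and 1.59 ± 0.417 CPM (-2.15, adjusted p = 0.000242). IL6 was at 1002 ± 83.7 and 361 ± 42.0 CPM, and its change of -1.47 (adjusted p = 1.57e-07) was just under the size threshold. It passed the threshold without TNFα replicate 2 (-1.54), without E2+ TNFα replicate 3 (-1.5646), with size factors of DESeq2 (-1.5008), with DESeq2 (-1.5007), with library size only (-1.51) and with the trends removed (-1.5601). CXCL8 was at 427 ± 144 and 392.5 ± 289 CPM and did not differ beyond the spread between replicates (-0.12, adjusted p = 0.875). Its value was above 0 without TNFα replicate 2 (0.17) and without E2+ TNFα replicate 3 (0.31). In E2-treated cells, TNFα raised CXCL8 by 3.29, IL1B by 2.28, IL6 by 1.91 and CXCL2 by 1.91 on the log2 scale. IL11 (-0.06, adjusted p = 0.901) and ALOX5AP (-0.53, adjusted p = 0.502) did not differ beyond the spread between replicates. From the fold changes in Fig. 3b, the paper concludes that E2 largely blocked or attenuated the induction and repression of NFκB/p65 target genes by TNFα.

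**Figure D4:**
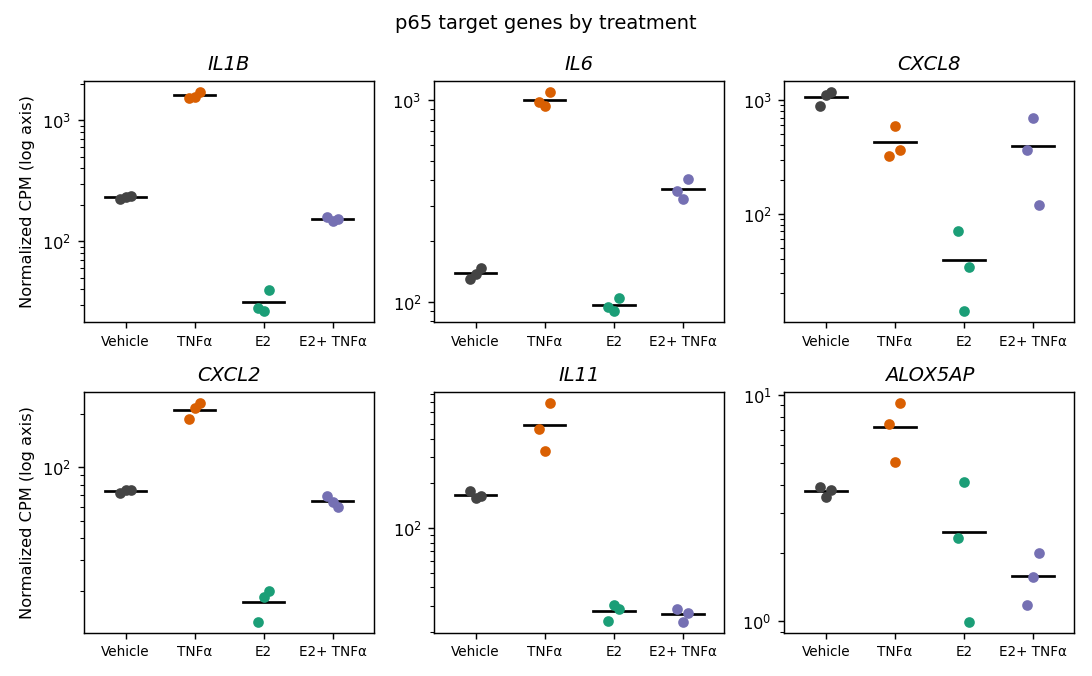
CPM on a log axis (y axis) of the 6 p65 target genes of the RT-qPCR in the 4 treatment groups (x axis), with 1 point per library and a bar at the mean of the 3 replicates. The TNFα libraries of IL1B lie between 1531 and 1711 CPM and the E2+ TNFα libraries between 147.6 and 157.5 CPM, and the E2+ TNFα libraries of CXCL8 spread from 119 to 696 CPM.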

Raw sequencing data is available in GEO under accession number GSE155685. These findings were confirmed via RT-qPCR in MDA-MB-231-ERβ cells (Fig. 3c) and in Hs578T-ERβ cells (Supplemental Fig. 2a). As with the basal gene expression levels, treatment with doxycycline (dox) alone (i.e., expression of ERβ alone) also diminished the ability of TNFα to activate p65 target genes (Supplemental Fig. 2b). In addition, ERβ also prevented TNFα-mediated activation of a NFκB/p65 luciferase reporter construct in ERβ+ TNBC cells (Fig. 3d, e). Finally, TNFα induced migration of MDA-MB-231-ERβ cells similar to that of cells expressing a constitutively active form of NFκB (Fig. 3f). E2 blocked TNFα-induced migration and potently suppressed migration of the CA p65 cell line (Fig. 3f).

**Fig. 3:**
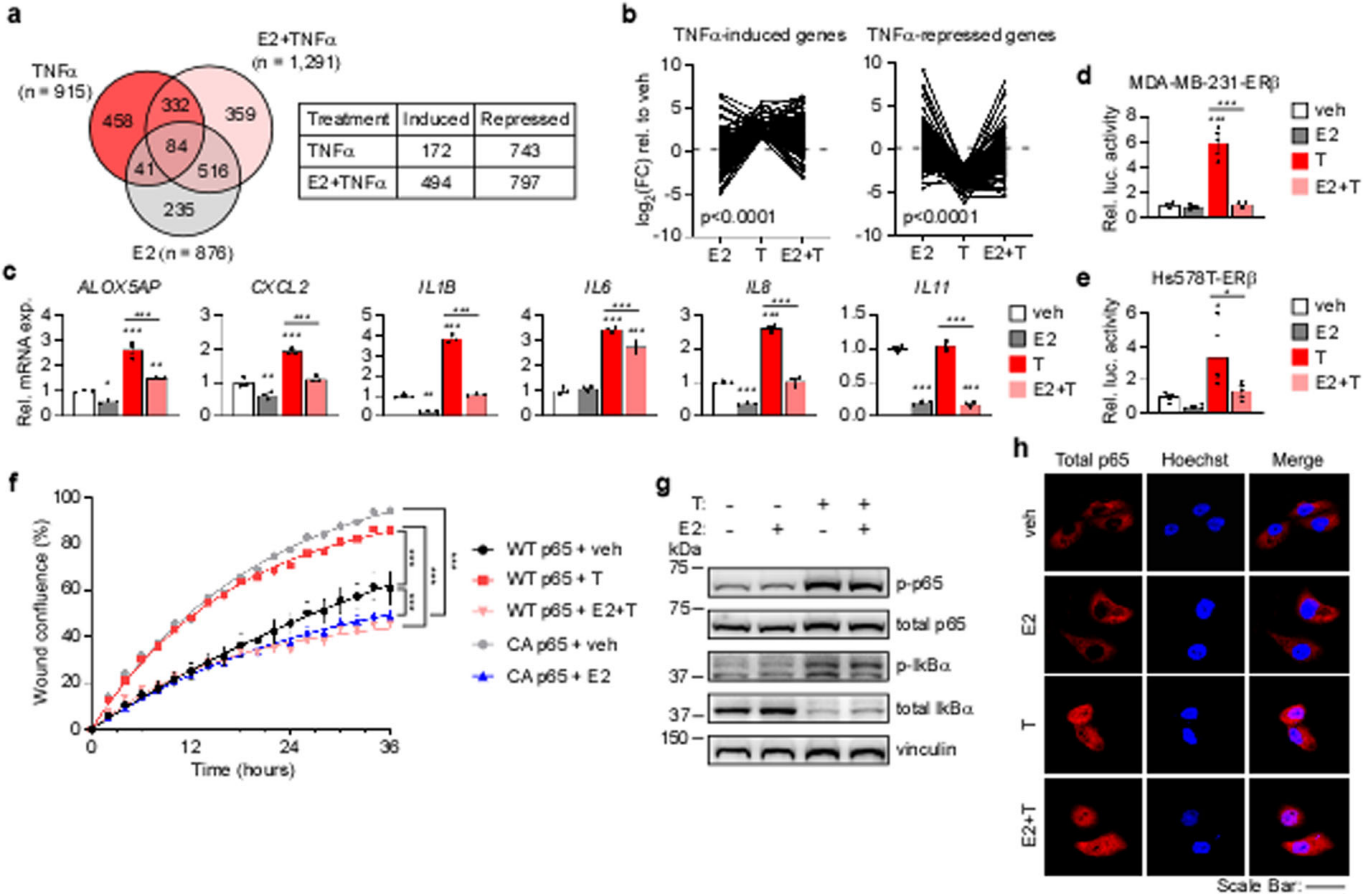
ERβ blocks ligand-mediated activation of canonical NFκB/p65 signaling and cell migration. **a** Venn diagram depicting the overlap of genes differentially expressed in dox treated MDA-MB-231-ERβ cells following TNFα, E2+ TNFα, or E2 stimulation relative to vehicle control. The number of induced and repressed genes by each treatment is indicated. **b** Fold change (FC) relative to vehicle of TNFα-induced and -repressed genes following E2, TNFα (T), or E2+ TNFα (E2+ T) treatment (Wilcoxon rank sum test). **c** RT-qPCR analysis of NFκB/p65 target gene mRNA expression relative to vehicle in MDA-MB-231-ERβ cells treated as indicated in the presence of dox. NFκB/p65 luciferase reporter activity relative to vehicle in (**d**) MDA-MB-231-ERβ and (**e**) Hs578T-ERβ cells following indicated treatments in the setting of dox. **f** Migration assay of dox treated MDA-MB-231-ERβ cells and constitutively active p65 cells (CA p65) following veh, T, E2+ T, or E2 treatment. ***P < 0.001 between indicated treatments (non-linear fit modeling). **g** Western blot analysis of phospho- and total p65 and IκBα following indicated treatments in the presence of dox. Vinculin is shown as a loading control. **h** Confocal microscopy images depicting cellular localization of total p65 in MDA-MB-231-ERβ cells following indicated treatments in addition to dox. Hoechst stain used to identify nuclei. Scale bars are equivalent to 50 µm. Data represent mean ± SEM. **c**–**e** *P < 0.05, **P < 0.01, ***P < 0.001 relative to vehicle or between indicated treatments (one-way ANOVA). See also Figure S2.

To gain insight into the mechanisms by which ERβ suppresses p65 signaling, we determined the impact of ERβ on phosphorylation of p65 (RELA) and its upstream inhibitor, IκBα. As expected, TNFα induced phosphorylation of both p65 and IκBα and induced loss of total IκBα in TNBC cells (Fig. 3g). However, E2 treatment had no impact on phosphorylation of p65 or IκBα alone or in the presence of TNFα (Fig. 3g), nor did E2 treatment of ERβ expressing cells affect p65 nuclear localization following TNFα stimulation (Fig. 3h).

### ERβ interacts with p65 and alters its genomic localization

Given that ERβ did not alter phosphorylation or nuclear localization of p65, we hypothesized that ERβ suppresses p65 transcriptional activity by altering its chromatin binding profiles. To address this possibility, ChIP-seq was used to elucidate p65 chromatin binding sites following TNFα stimulation in the absence and presence of E2 (GSE155684). A total of 4618 and 2703 peaks were identified for p65 in MDA-MB-231-ERβ cells following TNFα treatment alone or in combination with E2, respectively (Fig. 4a). Approximately 60% of p65 binding sites identified following TNFα stimulation (2794 out of 4618) were diminished in the presence of E2, while 40% (1824 of 4,618) were maintained (Fig. 4a). p65 binding was strongest at the 1824 common sites regardless of treatment (Fig. 4b, c). p65 primarily localized to intergenic and intronic regions of chromatin, but shifted to promoter regions at sites bound by p65 only in the presence of E2 plus TNFα (Supplemental Fig. 3a). GIGGLE analysis^26^ revealed that p65 occupancy was most strongly associated with known RELA (NFκB/p65) binding sites for peaks identified in the TNFα unique and common groups, as well as with ER (ESR1) binding sites (Fig. 4d). In comparison, the most common motif bound by p65 in the presence of E2+ TNFα was a p53 binding site while RELA motifs were much less frequent and ER motifs were rarely identified (Fig. 4d). Comparison of the p65 peaks identified following TNFα stimulation with ERβ peaks following E2 treatment revealed that 20.2% of all canonical p65 binding sites (936 of 4618) were in the exact same genomic location as an ERβ binding site, with other p65 binding sites evenly distributed up- and down-stream of ERβ peaks (Fig. 4e, f). Using ChIP-PCR for ERβ in MDA-MB-231-ERβ cells following vehicle, E2, TNFα or E2+ TNFα treatment, we confirmed that ERβ is capable of associating with chromatin at regions encoding p65 binding sites in response to both estrogen and TNFα (Supplemental Fig. 3b).

**Fig. 4:**
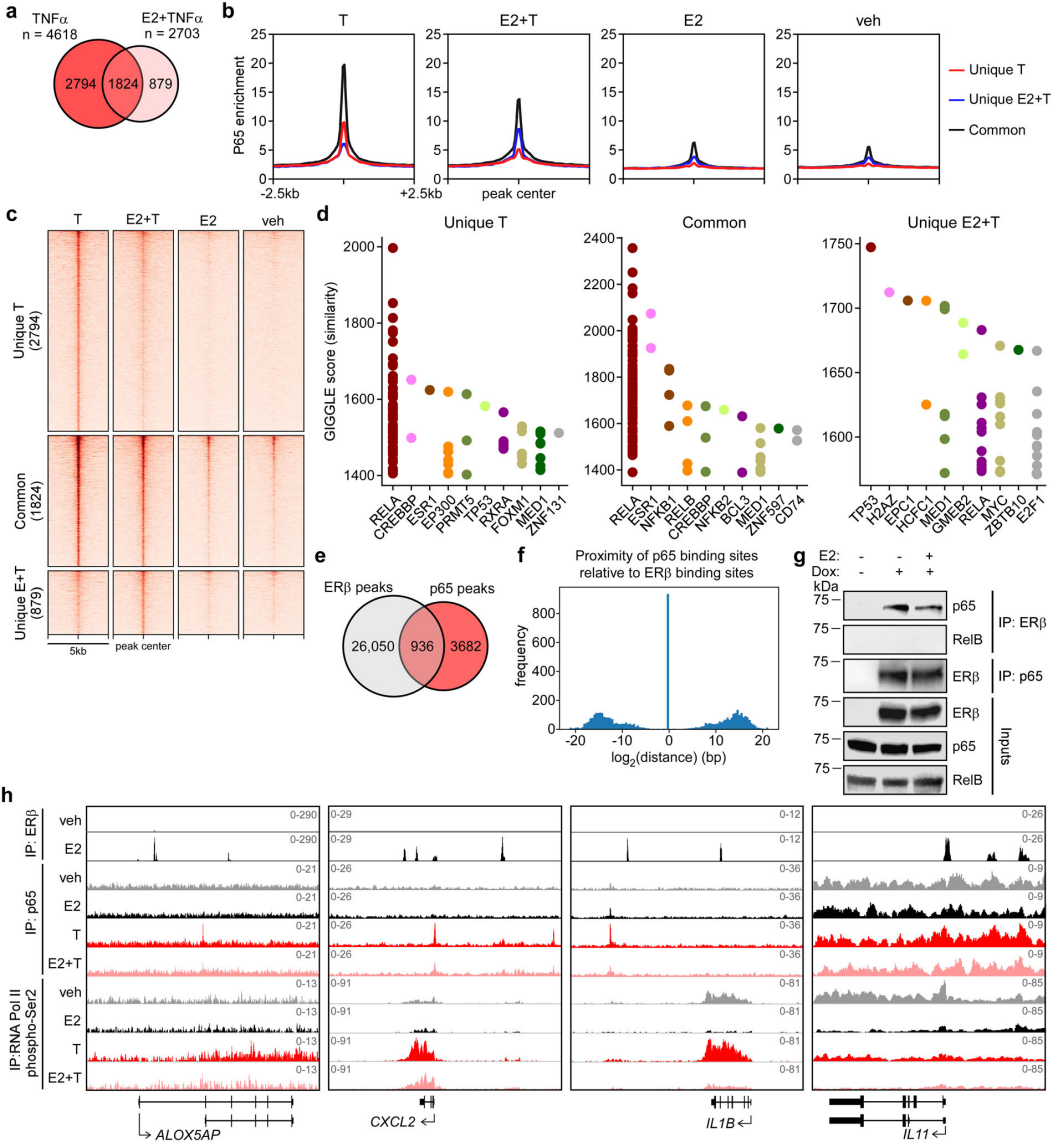
ERβ interacts with p65 and alters its genomic localization. **a** Venn diagram depicting overlap of p65 binding sites following TNFα or E2+ TNFα stimulation in dox treated MDA-MB-231-ERβ cells as determined by ChIP-seq. **b** Aggregate plots and (**c**) heat maps of p65 binding intensity in the presence of TNFα alone (Unique T), E2+ TNFα (Unique E + T), or both (Common) following indicated treatments. **d** GIGGLE analysis of identified p65 binding sites assessing their similarity with other known protein binding sites in publicly available datasets. **e** Venn diagram depicting overlap of ERβ and p65 binding sites identified via ChIP-seq. **f** Bar graph of all p65 binding sites and their distribution relative to ERβ binding sites. Note the 936 overlapping sites from (**e**) are at the exact same genomic location. **g** Co-immunoprecipitation experiments using nuclear lysates from dox treated MDA-MB-231-ERβ cells demonstrating protein interactions between ERβ and p65, but not RELB. **h** ChIP-seq tracks from IGV for ERβ, p65, and RNA Polymerase II phospho-Ser2 ChIP-seq following dox plus veh, E2, T, and E2+ T treatment at NFκB/p65 target gene loci. See also Figure S3.

We next sought to determine if ERβ and p65 physically interacted. Co-immunoprecipitation assays using MDA-MB-231-ERβ cells demonstrated that ERβ and p65 interact at the protein level in an E2-independent manner (Fig. 4g). However, ERβ did not interact with RELB (Fig. 4g), a component of non-canonical NFκB signaling. These observations were confirmed in 293 T cells (Supplemental Fig. 3c). Representative ChIP-seq tracks for ERβ and p65 at two NFκB/p65 target genes with overlapping peaks (*CXCL2* and *IL11*) and adjacent peaks (*ALOX5AP* and *IL1B*) are shown in Fig. 4h. ChIP-seq tracks for RNA Pol II phospho-Ser2 (GSE155684) are also shown and corroborate the gene expression studies demonstrating that E2 treatment suppresses basal transcription of these genes and blocks their induction by TNFα (Fig. 4h).

### ERβ assembles a co-repressor complex with EZH2 to inhibit p65 transcriptional activity

Since ERβ did not completely block p65 association with chromatin and was found to be co-localized at many NFκB/p65 binding sites throughout the genome, we next assessed the impact of ERβ on chromatin architecture at these genomic loci. ChIP-seq tracks for H3K27me3 and H3K27ac (GSE155684) at representative NFκB/p65 target genes are shown in Supplemental Fig. 4a. At NFκB/p65 binding sites, TNFα treatment resulted in a substantial decrease in the transcriptionally repressive H3K27me3 mark with minimal changes to the transcriptionally active H3K27ac mark (Fig. 5a, b). However, E2 treatment in combination with TNFα significantly increased H3K27me3 relative to TNFα alone (Fig. 5a, b). Given that EZH2 is the catalytic component of the PRC2 responsible for trimethylation of H3K27, we determined if ERβ interacts with EZH2 and other members of the complex. Co-immunoprecipitation studies using MDA-MB-231-ERβ nuclear extracts revealed that ERβ associates with EZH2, EED, and SUZ12 (Fig. 5c). p65 was also shown to be a component of this repressive complex (Fig. 5c). ChIP-qPCR at known ERβ binding sites near specific NFκB/p65 target genes demonstrated increased ERβ binding in response to E2 treatment, which also resulted in recruitment of p65 and EZH2 and was associated with increased H3K27me3 (me3) (Fig. 5d). Considering enrichment of H3K27me3 and recruitment of EZH2 to ERβ binding sites in close proximity to NFκB/p65 target genes, we examined the impact of drug-mediated inhibition of EZH2 on NFκB/p65 target gene expression (Fig. 5e, Supplemental Fig. 4b). Treatment of MDA-MB-231-ERβ cells with GSK126, an inhibitor of EZH2 catalytic activity, resulted in significant up-regulation of five out of the 6 p65 target genes examined (Fig. 5e). In the presence of GSK126, the effects of E2 were attenuated and the ability of ERβ to suppress the expression of these genes below basal expression levels was lost with the exception of IL1B (Fig. 5e). Similar results were obtained in the Hs578T-ERβ cell line (Supplemental Fig. 4b).

**Fig. 5:**
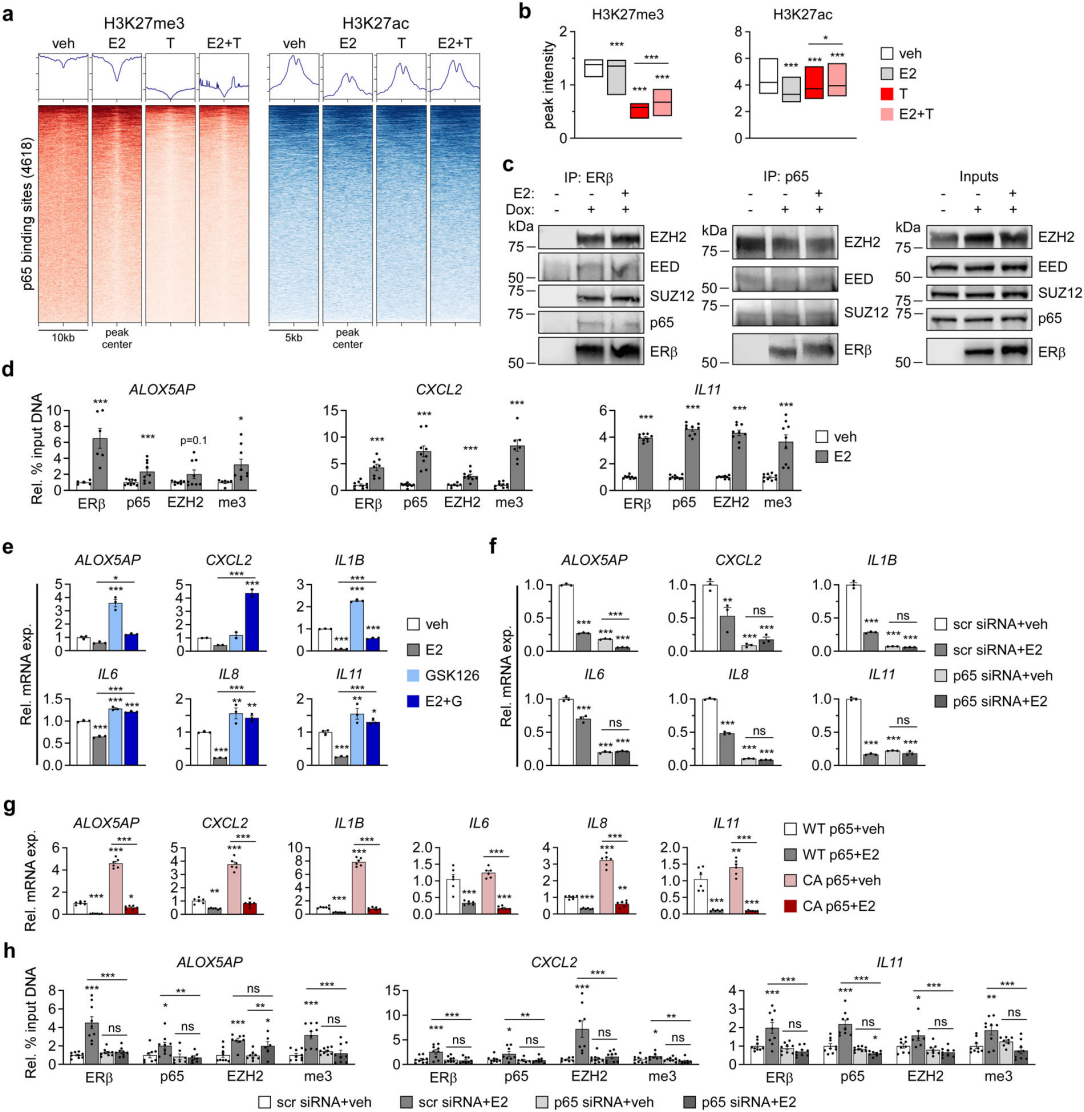
ERβ assembles a co-repressor complex to inhibit p65 transcriptional activity. **a** Heat maps, aggregate plots, and (**b**) box plots of H3K27me3 and H3K27ac peak intensity at TNFα-induced p65 binding sites in dox treated MDA-MB-231-ERβ cells following vehicle (veh), E2, TNFα (T) or E2+ TNFα (E2+ T) stimulation. *P < 0.05, **P < 0.01, ***P < 0.001 relative to vehicle or between indicated treatments (Mann–Whitney test). **c** Co-immunoprecipitation experiments using nuclear lysates from MDA-MB-231-ERβ cells treated with or without dox and veh or E2. Lysates were immunoprecipitated with an ERβ antibody or a p65 antibody followed by western blotting for indicated proteins. **d** ChIP-PCR depicting the relative binding of ERβ, p65, and EZH2, as well as enrichment of H3K27me3 (me3), at ERβ binding sites nearby NFκB/p65 target genes (*ALOX5AP*, *CXCL2, and IL11)* following dox + vehicle or dox + E2 treatment. RT-qPCR analysis of NFκB/p65 target gene expression in dox treated MDA-MB-231-ERβ cells exposure to: (**e**) veh, E2, 5 µM GSK126, or E2 + GSK126 (E2 + G), or (**f**) a non-targeting siRNA (scr) or p65-targeting siRNA in the presence of veh or E2. **g** RT-qPCR analysis of NFκB/p65 target gene expression in WT and CA p65 MDA-MB-231-ERβ cells treated with veh or E2 relative to WT cells + vehicle and dox. **h** ChIP-PCR assessing relative association of ERβ and EZH2, as well as H3K27me3 (me3), at ERβ binding sites near NFκB/p65 target genes following treatment with non-targeting siRNA (scr) or p65-targeting siRNA in the presence of dox + vehicle or dox + E2. All data is presented as mean ± SEM. except for (**b**) which depicts the minimum, maximum, and median values. *P < 0.05, **P < 0.01, ***P < 0.001 relative to vehicle or between indicated treatments. See also Figure S4.

### p65 is required for function of the ERβ/EZH2 co-repressor complex

Since p65 was shown to be a component of the ERβ/EZH2 repressive complex and was recruited to ERβ-bound sites near NFκB/p65 target genes, we determined the necessity of p65 for ERβ-mediated gene silencing. As expected, siRNA-mediated knockdown of p65 reduced basal expression of NFκB/p65 target genes relative to control siRNA transfected cells (Fig. 5f). However, the inhibitory effects of E2 on the expression levels of these genes were diminished or completely lost in the setting of p65 knockdown (Fig. 5f). Conversely, NFκB/p65 target gene expression was induced in cells expressing constitutively active p65 (Fig. 5g), and E2 potently suppressed their expression (Fig. 5g). When p65 was silenced, recruitment of ERβ, p65, and EZH2 to known ERβ binding sites near NFκB/p65 target genes in response to E2 was lost (Fig. 5h). This coincided with a loss of H3K27me3 at these loci following E2 treatment (Fig. 5h).

## Discussion

Treatment options for patients with TNBC are limited, and identifying new biomarkers and therapeutic targets for this disease remains critical for improving outcomes. We assessed ERβ protein expression in the largest reported TNBC cohort using a well-validated monoclonal antibody^16–18^, and found that ERβ was expressed in 18% of TN breast tumors. Patients with ERβ+ tumors were more likely to present with decreased clinical stage (smaller tumors and no nodal involvement). Like ERα expression^27^, ERβ positivity was associated with significantly decreased stromal TILs, although the composition and frequency of specific types of lymphocytes in ERβ+ versus ERβ− tumors remains to be elucidated. Interestingly, NFκB/p65 is an essential player in the recruitment of TILs to the tumor stroma^28,29^. Thus, ERβ-mediated suppression of p65 signaling may be in part responsible for the decrease in TILs in ERβ+ tumors. The proportion of AR positivity among the ERβ+ and ERβ− tumors was nearly identical in this TNBC cohort, demonstrating that these two important hormone receptors are not mutually inclusive or exclusive in this form of the disease. ERβ+ and ERβ− tumors were also similarly distributed across the known subtypes of TNBC. Interestingly, in pre-menopausal women with ERβ+ tumors, OS was found to be significantly worse than pre-menopausal women with ERβ− tumors. This association was not seen in post-menopausal patients. There could be multiple reasons for these findings including the fact that aggressive chemotherapy regimens were less frequently administered to women with ERβ+ disease. It is also possible that chemotherapy responsiveness may be diminished in ERβ+ tumors as is known to be the case for ERα+ disease^30^. Further, the fact that ERβ+ tumors were less likely to have high levels of stromal TILs may have contributed to these findings given that high numbers of TILs are associated with improved outcomes in TNBC patients as well as increased chemotherapy responsiveness^15^. Finally, it is possible that ERβ+ tumors that develop in young pre-menopausal women represent a different entity of disease compared to ERβ+ tumors that develop in older post-menopausal patients. These possibilities warrant further study in additional patient cohorts and highlight the need to include menopausal status as a stratification factor when assessing ERβ associations with tumor characteristics and patient outcomes.

The uses of tamoxifen and aromatase inhibitors for chemoprevention of breast cancer are known to successfully reduce the incidence of ERα+ breast cancer but not TNBC^31–34^. However, these treatment interventions fail to reduce breast cancer mortality^31–34^. In contrast, long term follow-up results from the randomized, placebo-controlled Women’s Health Initiative (WHI) trials in post-menopausal women showed that the use of estrogen alone as a menopausal hormone therapy decreased breast cancer incidence and death for patients with both ERα+ disease and TNBC^13,14^. Additionally, there were reductions in lymph node positive disease for estrogen treated women^13^, which parallel our findings for ERβ. Finally, E2 has been shown to improve OS of breast cancer patients when compared to tamoxifen^35,36^. While the basis for these observations has yet to be elucidated, further studies evaluating the role of ERβ in these settings is warranted.

Uncovering the mechanisms through which ERβ functions is critical towards the goal of developing it as a useful prognostic biomarker and drug target. Here, we provide evidence that ERβ+ TN breast tumors have decreased p65 pathway activity and demonstrate that ERβ directly suppresses p65 transcriptional activity in TNBC cells. We also provide evidence that suppression of p65 signaling is a primary mechanism by which ERβ elicits its anti-cancer effects. Importantly, we found through co-culture studies that ligand mediated activation of ERβ resulted in alterations in cell-to-cell communication that led to decreased proliferation of non-ERβ expressing TNBC cells, potentially as a result of decreased levels of p65 regulated cytokines. These findings indicate that ERβ targeted therapies may still elicit anti-cancer effects in tumors with heterogenous expression of ERβ, a possibility that will need to be confirmed in cell line and PDX tumor models as well as clinical trials.

Canonical NFκB signaling via p65/RELA is known to promote carcinogenesis, enhance tumor cell survival and tumor progression, promote the development of metastatic disease, and induce resistance to standard of care chemotherapy regimens in TNBC^37–42^. In addition, decreased expression of NFκB/p65 target genes is associated with improved outcomes for TNBC patients^43^ and decreased invasiveness of TNBC cell lines^44^. Finally, suppression of *IL6* and *IL8*, genes shown to be repressed by ERβ in the present study, have also been shown to potently inhibit proliferation, migration, and tumor formation of TNBC cells^45,46^. 

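In single libraries, IL6 was at 130.1, 138 and 147 CPM with vehicle and at 94.1, 89.95 and 104 CPM with E2. Leaving out 1 of these libraries at a time, its log2 fold change with E2 was -0.68 to -0.44. CXCL8 (IL8) was at 889, 1103 and 1183 CPM with vehicle and at 70.1, 13.9 and 33.7 CPM with E2, and its log2 fold change was -5.49 to -4.29 in the same fits. With the trends in GC content and length removed, CXCL8 was at -2.43 and IL6 at 0.08 (adjusted p = 0.557 from edgeR), so the fall of IL6 was not seen. With the RUV factor, CXCL8 was at 1.52 (adjusted p = 0.321) and IL6 at -0.92. The exons of CXCL8 have a GC content of 33.4%, within the 20% of genes with the lowest GC content, and those of IL6 one of 45.3%.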

Although drugs specifically targeting the canonical NFκB/p65 pathway elicit potent anti-cancer effects in vitro, they have thus far failed in the clinic due to off-target effects, immune suppression-related issues, and substantial toxicity^47^. Our data suggest that ligand-mediated activation of ERβ is an effective way to block canonical NFκB/p65 signaling and invoke potent anti-cancer effects in TNBC.

Previous studies have shown that ERβ can suppress canonical NFκB/p65 signaling in various cell and tissue types, however the mechanism(s) remains unclear and these effects have not been studied in TNBC^48–52^. Mechanistically, we provide evidence that ERβ does not alter the upstream signaling pathways required for p65 activation, nor does it impact p65 phosphorylation or nuclear localization. Instead, we show that ERβ modifies the genomic distribution of p65 in TNBC cells. At some genomic loci, ERβ partially or completely, displaced p65 association with chromatin in the setting of E2 treatment. Indeed, a substantial proportion (20%) of all p65 binding sites directly overlapped with an identified ERβ binding site. However, an equal number of p65 binding sites were identified that were either maintained or gained in the presence of E2, suggesting that ERβ alters p65 transcriptional activity via multiple mechanisms that extend beyond simply displacing p65 from chromatin. Interestingly, in the setting of p65 and ERβ activation (ie TNFα+ E2 treatment), p53 motifs represented the most enriched binding site for p65. p53 and p65 are known to interact with one another and oppose each other’s activity^53^. Since ERβ has also been reported to interact with p53^54^, it is possible that estrogen treatment of ERβ+ TNBC cells drives the formation of a complex consisting of p65 and p53 to further dampen NFκB/p65 signaling. Indeed, we confirmed an interaction between ERβ and p65 using co-immunoprecipitation and proximity-based ligation assays. Further, we showed that E2 is a more potent inhibitor of proliferation and migration in TNBC cells expressing a constitutively active form of p65, suggesting that p65 plays an important role in mediating the anti-cancer effects of ERβ and indicating that ERβ-targeted therapies may be most effective in tumors with high NFκB/p65 activity.

To further understand the mechanisms by which ERβ suppresses p65 transcriptional activity, we assessed histone modifications and chromatin architecture at p65 binding sites. Our studies revealed that E2 treatment, both in the presence and absence of TNFα stimulation, significantly increased H3K27me3, a histone mark associated with gene silencing^55^. Trimethylation of H3K27 primarily occurs through the catalytic activity of EZH2 as a part of the PRC2 complex^56^. Previous studies have shown that ERβ interacts with the PRC2 complex^57^. We demonstrate that the methyltransferase activity of EZH2 is critical for ERβ-mediated silencing of NFκB/p65 target genes. Intriguingly, knockdown of p65prevented ERβ-mediated growth suppression of TNBC cells and diminished ERβ’s ability to repress NFκB/p65 target gene expression. Knockdown of p65 also disrupted association of ERβ, EZH2, and H3K27me3 at ERβ binding sites near NFκB/p65 target genes, further confirming that these three proteins participate in the formation of a co-repressor complex that has not been previous described.

In contrast with our findings, previous studies have found that EZH2 activates gene expression in breast and prostate tumors^58–61^, and functions as an oncogene by promoting canonical NFκB/p65 signaling in TNBC^45,62^. However, it is important to note that these previously described “co-activator” properties of EZH2 occur through methyltransferase- and PRC2-independent mechanisms^62^. EZH2 overexpression in TNBC is known to enhance tumor progression and metastasis and is associated with advanced tumor stage and increased mortality^63–66^. Paradoxically, H3K27me3 is associated with improved breast cancer patient outcomes^64,67^. These findings suggest that in TNBC, the histone methyltransferase activity of EZH2 is usurped for non-canonical oncogenic functions, including the activation of NFκB signaling^62^. Here, we demonstrate that in the absence of ERβ expression and activity, these functions of EZH2 occur, given that canonical NFκB/p65 signaling is high and H3K27me3 near p65 binding sites is low. However, upon expression and activation of ERβ, EZH2 is recruited to deposit H3K27me3 near NFκB/p65 target genes, resulting in their transcriptional repression. These findings are clinically relevant given that EZH2 inhibitors are currently being tested in clinical trials for breast cancer^68–70^. Our results suggest that the use of such drugs in patients with ERβ+ disease may actually be detrimental, a possibility that needs to be thoroughly examined in future studies.

In summary, we have found that ERβ expression is associated with favorable prognostic features, but paradoxically is associated with worse OS in pre-menopausal, but not post-menopausal patients. Mechanistically, we report that ERβ assembles a co-repressor complex consisting of EZH2, other PRC2 components, and p65 to suppress p65 transcriptional activity through chromatin silencing at NFκB/p65 target gene loci, ultimately resulting in inhibition of TNBC growth and migration (Fig. 6). Additionally, our results indicate that ERβ can function as a molecular switch for EZH2 and repurpose it for anti-cancer effects, findings that may help clarify the paradox between EZH2, H3K27me3, and TNBC patient outcomes. Our findings also demonstrate that ERβ represents a therapeutic target for a proportion of TNBC patients, a possibility that is being tested through an ongoing phase II clinical trial (NCT03941730). Since NFκB/p65 can promote resistance to standard-of-care chemotherapies^38–42^, ERβ-targeted therapies may also enhance chemotherapy responsiveness in a subset of patients. Overall, identification of ERβ+ TN breast tumors, in combination with the use of ERβ-targeted therapies, has the potential to improve the outcomes of a proportion of TNBC patients for whom treatment options are currently limited.

**Fig. 6:**
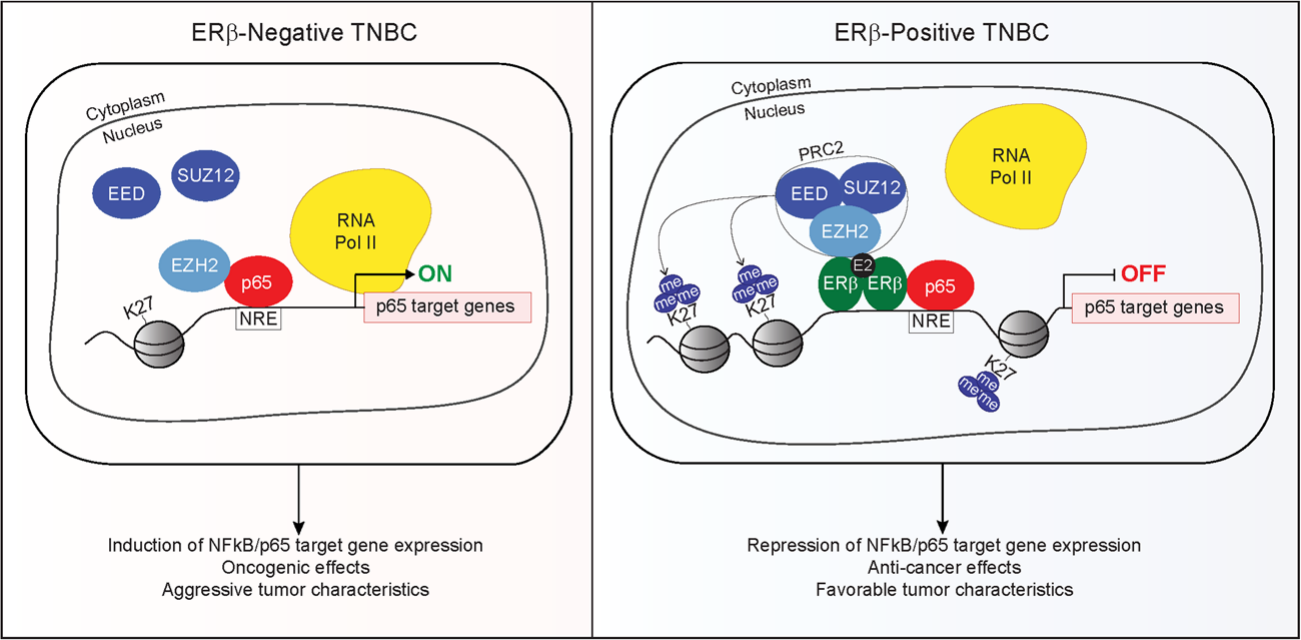
Model. In ERβ− TNBC cells (left), EZH2 associates with p65 in a PRC2-independent manner and functions to enhance p65 transcriptional activity and promote aggressive cancer phenotypes. In ERβ+ TNBC cells (right), ERβ induces formation of a co-repressor complex involving p65, EZH2, and the PRC2 complex (including SUZ12, EED, and EZH2). This repressive complex results in trimethylation of H3K27, chromatin compaction, and subsequent blockade of NFκB/p65 target gene expression, ultimately resulting in anti-cancer effects and less aggressive cancer phenotypes.

## Methods

### Study cohort and immunohistochemistry

The Mayo Clinic TNBC Cohort^15^ was used for this study. Immunohistochemistry (IHC) analysis for ERβ expression was completed using the PPG5/10 monoclonal antibody (BioRad Laboratories, Inc., Hercules, CA, USA) and the CAP/CLIA-based protocol^16^ (Immunostains Laboratory, Mayo Clinic, Rochester, MN, USA). Stromal TILs were assessed by counting all mononuclear cells in the stromal compartment that were found within the borders of the invasive tumor. Stromal TILs are reported as the percentage of total cells in the same area.

### Materials and reagents

17β-estradiol (E2), doxycycline (dox), and Tumor Necrosis Factor alpha (TNFα) were purchased from Sigma-Aldrich (St. Louis, MO, USA). LY500307 (LY) was provided by Eli Lilly (Indianapolis, IN, USA). ICI182,780 (ICI) was purchased from Tocris Bioscience (Bristol, United Kingdom). GSK126 was purchased from Selleckchem (Houston, TX, USA).

### Cell culture

HCC1937, HCC1143, MDA-MB-453, MDA-MB-436, BT549, MDA-MB-231, BT20, MDA-MB-468, and Hs578T cells were obtained from ATCC. SUM185 and SUM159 cells were purchased from BioIVT (Westbury, NY, USA). All parental cell lines were maintained in phenol red-free DMEM/F12 medium supplemented with 10% fetal bovine serum (FBS) and 1% antibiotic/antimycotic (AA). MDA-MB-231, MDA-MB-468, and Hs578T cells were engineered to express full-length human ERβ in a doxycycline (dox)-inducible manner (MDA-MB-231-ERβ) as previously described^6,12,22^. Dox-inducible cells were maintained in the same medium supplemented with 5 mg/L blasticidin S and 500 mg/L zeocin. Parental MDA-MB-231 and MDA-MB-231-ERβ cells were developed to stably express nuclear red and green fluorescent protein, respectively, following infection with NucLight Red Lentivirus (#4625, Sartorius Stedim Biotech, Göttingen, Germany) and NucLight Green Lentivirus (#4624, Sartorius), at a multiplicity of infection (MOI) of 5. Following 72 h of infection, virus-containing medium was removed and replaced with normal medium containing 500 µg/L puromycin for selection. MDA-MB-231-ERβ cells stably expressing a constitutively active form of NFκB (S276G) were generated by transfection of the HA-tagged pCMV3 NFκB p65 expression vector (Sino Biological, Beijing, China) after point mutation generation via Quikchange® PCR. A clonal cell line was generated following selection with 50 µg/ml hygromycin B. Experiments utilizing ERβ ligands were performed in growth medium containing 10% triple-charcoal/dextran-stripped FBS (HyClone™, GE Healthcare Life Sciences, Pittsburg, PA, USA). All cell lines were routinely checked for mycoplasma contamination and were authenticated via IDEXX BioAnalytics (Columbia, MO).

### Real-time qPCR

Cells were seeded in 12-well plates in medium containing 100 ng/ml doxycycline (dox) to induce ERβ expression and, if necessary, treated with ethanol vehicle or 1 nM E2 for 5 days, with a media change on day 3. After 5 days, 20 ng/mL of TNFα was added for 24 h. RNA was isolated using TRIzol™ Reagent (Thermo Fisher Scientific, Waltham, MA, USA) and cDNA was generated from 1 µg of total RNA using the iScript™ cDNA Synthesis Kit (Bio-Rad). Real-time quantitative PCR (RT-qPCR) was conducted using PerfeCTa™ SYBR Green Fast Mix™ (Quanta Biosciences, Gaithersburg, MD, USA) and a Bio-Rad CFX Real-Time PCR detection system (Bio-Rad). RT-qPCR primer sequences are listed in Supplemental Table 4.

### Western blotting

Cells were seeded in 6-well plates and treated as described above with the exception that TNFα treatments persisted for 10 min. Cell lysates were harvested using NETN buffer (150 mM NaCl, 1 mM EDTA, 20 mM pH 8.0 Tris, 0.5% NP-40) containing 1X cOmplete™ Protease Inhibitor Cocktail without EDTA (PI) (Sigma-Aldrich) and 1X PhosSTOP™ phosphatase inhibitor (Sigma-Aldrich). Protein concentrations were determined using the Pierce™ BCA Protein Assay Kit (Thermo Fisher Scientific) and a SpectraMax Microplate Reader (Molecular Devices, San Jose, CA, USA). Equal amounts of protein were separated on 7.5% SDS polyacrylamide gels, transferred to PVDF membranes which were subsequently blocked for 1 h at room temperature using 5% milk or 5% BSA in 1X TBST depending on primary antibody. Membranes were incubated with primary antibody overnight at 4 °C, washed with 1X TBST, incubated with secondary antibody for 1 h at room temperature, and washed again. Blots were imaged on the Odyssey Fc (LI-COR, Lincoln, NE, USA) system using the chemiluminescent and 700 nm channels for 10 min and 30 sec, respectively. All blots for a given experiment were derived from the same experiment and were processed in parallel. Uncropped and unprocessed scans of all blots presented in this manuscript are provided in the Supplementary Information document. Antibody information can be found in Supplemental Table 5.

### Proliferation assays

Cells were seeded in 96-well plates in replicates of six and treated with or without dox for 24 h prior to indicated treatments. Following treatment, cells were allowed to proliferate for seven days, at which point they were fixed with 25% (v/v) glutaraldehyde (Sigma-Aldrich) for 10 min, washed four times with water, stained with crystal violet, and washed again. Crystal violet was solubilized with 100 µl of a solution containing 100 nM sodium citrate and 50% ethanol and quantitated using a plate reader at 550 nm excitation.

Co-culture proliferation assays were performed in the same manner with various proportions of ERβ+ and ERβ− cells seeded in the same wells for a total of 1000 cells/well at the start of the assay. Proliferation rates were monitored in real-time for the two populations by tracking the number of red and green nuclei using an IncuCyte® S3 system (Sartorius).

### RNA-seq

MDA-MB-231-ERβ cells were plated in triplicate in 10 cm dishes in the presence of dox. Cells were treated with vehicle or 1 nM E2 for a total of 5 days with one media change and treatment refresh on day 3. For TNFα treatments, 20 ng/ml TNFα was added for the final 3 h of treatment. Total RNA was isolated using TRIzol™ Reagent and a miRNeasy Mini kit (Qiagen, Hilden, Germany) following the manufacturer’s protocol. Total RNA was submitted to the Mayo Clinic Genome Analysis Core for sequencing (Rochester, MN). RNA libraries were prepared using 200 ng of total RNA and the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. Fifty base-pair paired-end reads were generated using an Illumina HiSeq 4000 sequencer and software (HD 3.4.0.38) with approximately 50 million fragment reads per sample. Base-calling was performed using Illumina’s RTA version 2.7.7. Library preparation and primary analysis was performed by the Mayo Clinic Medical Genome Facility Genome Analysis Core. Mapped reads were assigned using featureCounts and batch effect correction was performed with RUVseq using a curated set of housekeeping genes to normalize the batches. 

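The deposited counts precede the RUVseq step, and the text names neither the batches nor the housekeeping genes. A list of 20 housekeeping genes written in advance stood in for the curated set, and all 20 were tested. Their median absolute log2 fold change was 0.44 in E2, 0.37 in TNFα and 0.43 in E2+ TNFα relative to vehicle, 0.32 between E2+ TNFα and TNFα, and 0.21 between E2+ TNFα and E2. None of the 20 was significantly regulated in these 5 comparisons, although 15, 12, 13, 12 and 3 of them had an adjusted p of at most 0.1 at any size of change. A single unwanted factor, estimated from these genes as RUVg does, was between -0.48 and -0.45 in the vehicle libraries and between -0.06 and 0.41 in the 9 others. The factor therefore separated the vehicle libraries from the rest. Using it as a covariate may also remove differences that go with the vehicle treatment, and what it removed was not tested.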

An RPKM cutoff was used to remove lowly expressed genes (RPKM < 1) from further analyses. Comparison tests were performed using edgeR and significance was measured using |log_2_(fold change)| ≥ 1.5, *p* < 0.05, and FDR ≤ 0.1^71,72^.

### RNA-seq of TN breast tumors

RNA-Sequencing data was generated for 301 formalin-fixed paraffin-embedded (FFPE) tissues from the Mayo Clinic TNBC Cohort^15^. The raw sequencing files from RNA-seq were processed through the Mayo Analysis Pipeline for RNA-Seq (MAP-RSeq)^73^. After applying quality control filters, 269 samples remained with high quality gene expression data for further analysis. Gene expression was normalized using conditional quantile normalization (CQN)^74^ to account for gene length and library size. Differential expression analysis was performed using the edgeR package^75^ by modeling the raw gene counts predicted by ERβ status with a negative binomial model, taking into account subject and gene-specific dispersion, which were estimated in the CQN method. Differential expression results are reported as log2 fold-change between groups with false discovery rate (FDR) *p* values reported for multiple testing adjustments.

### Biological pathway and gene set enrichment analysis

Differentially expressed genes were utilized for canonical pathway and upstream regulator identification with Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Inc., Redwood City, CA, USA; http://www.ingenuity.com). Associations of gene signatures derived from RNAseq data using MDA-MB-231-ERβ cell lines and human tumors with publically available databases were performed using Gene Set Enrichment Analysis (GSEA)^76,77^.

### Cytokine/chemokine array

MDA-MB-231-ERβ cells were plated in triplicate in six-well plates in dox-containing medium and were treated with ethanol vehicle or 1 nM E2 for five days with a media change on day 2. On day 4, cells were washed with 1X PBS and media was changed to serum-free while maintaining indicated treatments. Conditioned medium was collected on day 5 and centrifuged at 4,000 rpm for 5 min at 4 °C to remove any debris. 100 µl conditioned medium was flash frozen and sent to Eve Technologies (Calgary, Canada) for analysis using the Discovery Assay® 65-Plex Human Cytokine Array/Chemokine Array Panel (HD65). Results are presented as the fold change in concentration (pg/mL) following E2 treatment relative to vehicle.

### Migration assays

Cells were seeded in 10 cm dishes and treated for five days with indicated treatments with a media change and treatment refresh on day 3. At the time of the media change, cells were lifted and re-seeded at 30,000 cells/well in IncuCyte® ImageLock 96-well plates while continuing pretreatment. After 5 days of treatment, wounds were created using the IncuCyte® WoundMaker Tool (#4563, Sartorius), cells were washed once, and medium with treatment was re-added. Plates were then placed in the IncuCyte® S3 machine and imaged once every two hours using the Scratch Wound Protocol. Wound closure was assessed using the Cell Migration Analysis software module (#9600-0012, Sartorius).

### siRNA-mediated knockdown of NFκB

Pooled siRNAs designed to specifically target human p65 were purchased from Dharmacon (Lafayette, CO, USA). Cells were transfected with 5 nM ON-TARGETplus SMARTpool siRNA using DharmaFECT 1 transfection reagent (T-2005-01, Dharmacon) according to the manufacturer’s protocol. Non-Targeting siRNA Pool 1 (D-001206-13, Dharmacon) was used as a negative control. Cells were transfected with siRNAs 24 h prior to performing indicated treatments.

### Luciferase assays

Cells were seeded in 24-well plates and treated with dox for 24 h prior to transfecting with 100 ng of a pGL3 luciferase reporter construct containing NFκB response elements (NRE) using FuGENE 6 (Roche, Basel, Switzerland). Twenty-four hours post-transfection, cells were treated with vehicle control, 1 nM E2, 20 ng/mL TNFα, or E2 + TNFα for an additional 24 h. Cells were washed once with 1X PBS and lysed using 1X Passive Lysis Buffer (Promega). Equal amounts of protein lysate were assessed for luciferase activity using Luciferase Assay Reagent and a Glomax-Dual Luminometer (Promega). Treatments were conducted in replicates of 6.

### p65 nuclear localization assay

MDA-MB-231-ERβ cells were seeded in four-well Nunc™ Lab-Tek™ II Chamber Slides™ (Thermo Fisher) and treated in duplicate the following day with dox and vehicle or 1 nM E2. After 24 h, 20 ng/ml TNFα was added for 30 min. Cells were washed with 1X PBS, fixed for 15 min at room temperature with 4% formalin freshly diluted in 1X PBS from 16% formalin (Electron Microscopy Sciences), and permeabilized for 15 min at room temperature with 1X PBST. Cells were blocked for 30 min at room temperature using SuperBlock™ (PBS) Blocking Buffer (Thermo Fisher) and incubated with primary antibody overnight at 4 °C. Slides were washed with 1X PBST, separated from the chambers, and incubated with fluorescent-labeled secondary antibody and Hoechst 33258 (Thermo Fisher) for 30 min at room temperature in the dark. Cells were washed with PBST and rinsed with PBS prior to mounting with coverslips using ProLong™ Gold Antifade Mountant (Thermo Fisher). Slides were imaged using an LSM 780 inverted confocal microscope (Zeiss, Oberkochen, Germany) and ZEN Black software (Zeiss). Antibody information can be found in Supplemental Table 5.

### Cell fractionation and co-immunoprecipitation

For cell fractionation, cells were plated in replicates of four in 15 cm dishes and allowed to adhere for 24 h. Cells were treated as indicated for 2 h, medium was removed, cells were washed with ice cold PBS, and pellets were collected in 1X PBS for subsequent nuclear, cytoplasmic, or whole cell lysate preparation. Whole cell lysates were prepared in the same manner as for western blotting. Cytoplasmic protein was extracted by incubating cells with cytoplasmic lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM KCl, 0.1 mM EGTA, 0.1 mM EDTA) containing PI for 15 min on ice. Ten percent NP-40 was added, followed by vortexing and centrifugation at 14,000 rpm for 15 min at 4 °C. Supernatants were saved as cytoplasmic extracts. Remaining pellets were washed twice with cytoplasmic lysis buffer, then resuspended in nuclear lysis buffer (20 mM Tris-HCl pH 8.0, 0.4 M NaCl, 0.1 mM EGTA, 0.1 mM EDTA) containing PI for 30 min on ice. Following incubation, lysates were centrifuged at 14,000 rpm for 15 min at 4 °C and the supernatant was saved as nuclear extract.

Protein concentrations were determined using the Pierce™ BCA Protein Assay Kit. Five hundred micrograms of protein were used for overnight immunoprecipitation at 4 °C. Following immunoprecipitation, protein complexes were captured using 40 µl Protein G Dynabeads™ (Thermo Fisher) for 2 h at 4 °C with rotation. Beads were washed three times with NETN buffer and protein was eluted via boiling with 2X Laemmli Sample Buffer (Bio-Rad) containing β-mercaptoethanol for 5 min. Immunoprecipitated samples were subjected to western blotting, along with 40 µg of nuclear extract that was not subjected to immunoprecipitation as an input loading control. Antibody information can be found in Supplemental Table 5.

### Chromatin immunoprecipitation followed by PCR and sequencing

Cells were plated in 10 cm dishes and treated in triplicate as indicated above for 5 days, followed by fixation for 10 min at room temperature with 1% paraformaldehyde and quenched with 125 mM Glycine (Sigma-Aldrich) for 5 min at room temperature. Nuclear extracts were prepared and immunoprecipitation with specific antibodies was carried out as previously described^78,79^. ChIP-PCR was performed using the same conditions described for RT-qPCR using the specified ChIP-specific primers (Supplemental Tables 6) and 2µl chromatin solution (diluted 1:400).

For H3K27me3 and H3K27ac ChIP-seq, samples were prepared in an identical fashion. For p65 and RNA Pol II phospho-Ser2 ChIP-seq, fixed cell pellets were processed as previously described^80^ by the Mayo Clinic Epigenomics Development Laboratory (Rochester, MN, USA). ChIP-seq libraries were prepared from immunoprecipitated chromatin solutions and input DNA using the ThruPLEX® DNA-seq Kit V2 (Rubicon Genomics, Ann Arbor, MI, USA). Libraries were sequenced using 50 base pair paired-end sequencing on an Illumina HiSeq 4000. Raw sequencing reads were analyzed using the HiChIP pipeline^81^ to generate library-size normalized signal tracks for visualization and a list of peaks. Briefly, paired-end reads were mapped to the human reference genome (hg38) by Burrows-Wheeler Alignment (BWA)^82^ with default settings, and only pairs with at least one of the ends being uniquely mapped were retained for further analysis. Alignments were position sorted and duplicates were removed using the Picard tools (https://broadinstitute.github.io/picard/). Peaks were called using the MACS2 algorithm at FDR ≤ 1%. Visualization tracks and heat maps were generated by deeptools 2.0.

### Statistical analyses

A Fisher’s exact test was used to assess differences between those with ERβ+ TNBC and those with ERβ− TNBC with respect to patient and disease characteristic at primary diagnosis (Table 1). *P* values ≤ 0.05 were considered to be statistically significant. Cox modeling was performed to assess whether overall survival differed with respect to ERβ expression after adjusting for known prognostic factors and administration of adjuvant chemotherapy. Analyses were carried out using SAS 9.3. All in vitro experiments were conducted in biological replicates of at least three and with 3–6 technical replicates per assay. Representative data sets are shown. Student’s *t-*tests, one-way ANOVAs, and Wilcoxon Rank tests were used to determine statistically significant differences between treatments as indicated. *P* values ≤ 0.05 were considered statistically significant. Graphs and analyses were generated using GraphPad Prism 8 (GraphPad Software, San Diego, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary Checklist

Supplemental Material

## Data Availability

All RNA and ChIP sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession numbers GSE108981, GSE155684 and GSE155685. All other relevant data are included in the manuscript or available from the corresponding author upon request.

# Supplementary material for: Estrogen receptor beta repurposes EZH2 to suppress oncogenic NFκB/p65 signaling in triple negative breast cancer
**Source:** NPJ Breast Cancer. 2022 Feb 17;8:20. doi: 10.1038/s41523-022-00387-0

## SUPPLEMENTARY MATERIAL

### SUPPLEMENTAL FIGURES

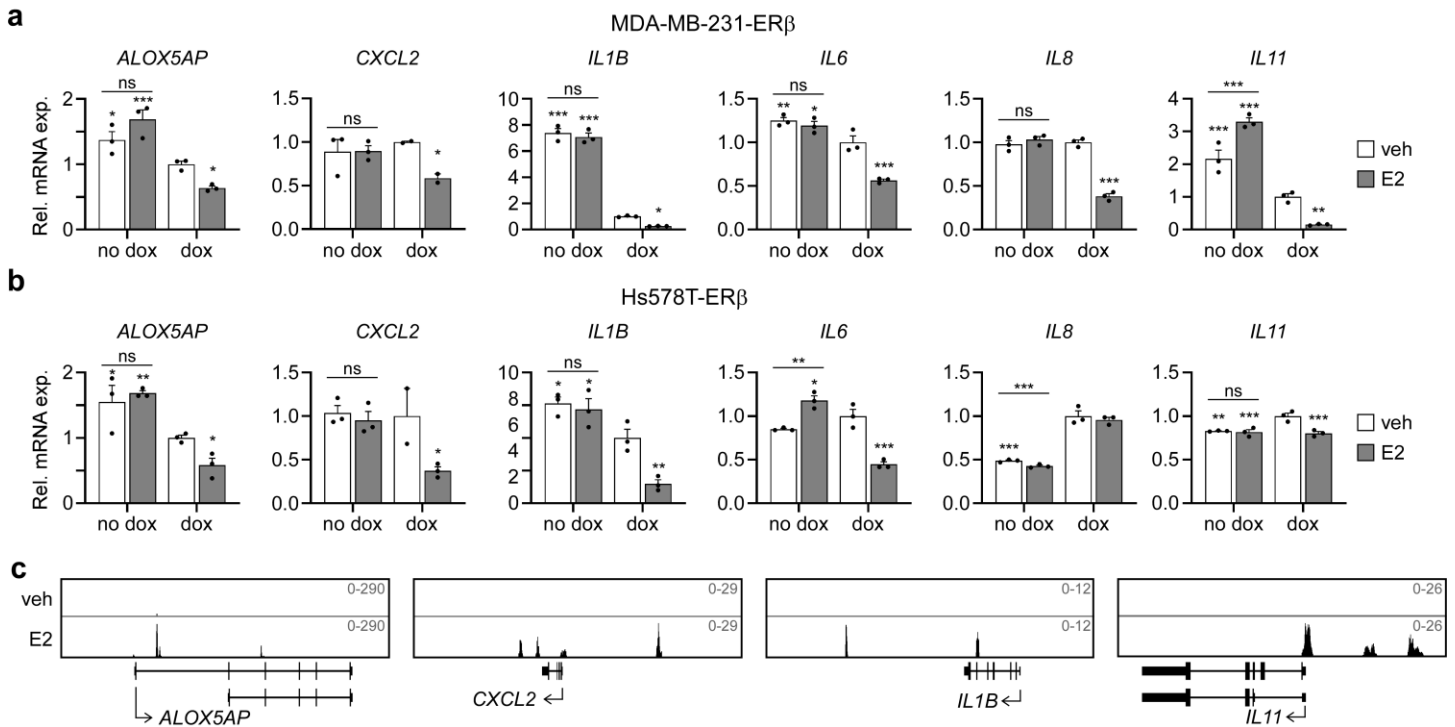

**Supplementary Figure 1.** RT-qPCR analysis of NF $\kappa$ B/p65 target gene expression in **(a)** MDA-MB-231-ER $\beta$  cells and **(b)** Hs578T-ER $\beta$  cells following vehicle or E2 treatment in the presence (+dox) and absence (-dox) of ER $\beta$  expression. Data is presented as mean  $\pm$  SEM. \* $P$ <0.05, \*\* $P$ <0.01, \*\*\* $P$ <0.001 relative to veh+dox and between indicated treatments (one-way ANOVA). **(c)** ER $\beta$  ChIP-seq tracks at NF $\kappa$ B/p65 target gene loci following veh and E2 treatment.

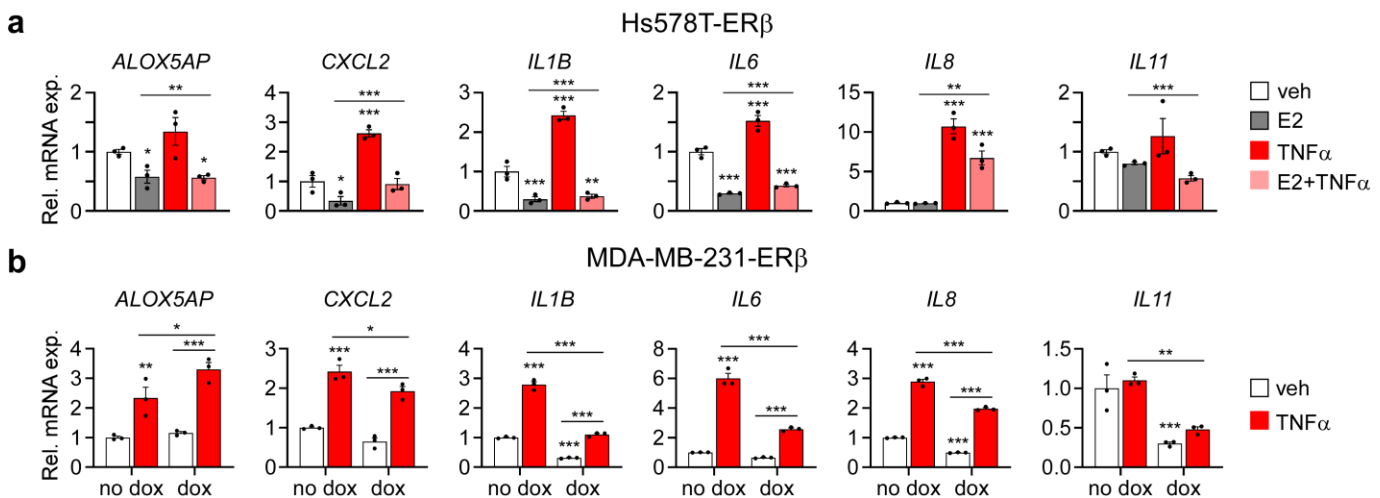

**Supplementary Figure 2.** RT-qPCR analysis of NF $\kappa$ B/p65 target gene expression in **(a)** Hs578T-ER $\beta$  cells following veh, E2, TNF $\alpha$ , and E2+TNF $\alpha$  treatment in the presence of ER $\beta$  and **(b)** in MDA-MB-231-ER $\beta$  cells following veh or TNF $\alpha$  treatment in the presence (dox) and absence (no dox) of ER $\beta$  expression relative to veh-dox. \* $P$ <0.05, \*\* $P$ <0.01, \*\*\* $P$ <0.001 relative to veh + dox (panel A) or veh - dox (panel B) and between indicated treatments (one-way ANOVA). All data is presented as mean  $\pm$  SEM.

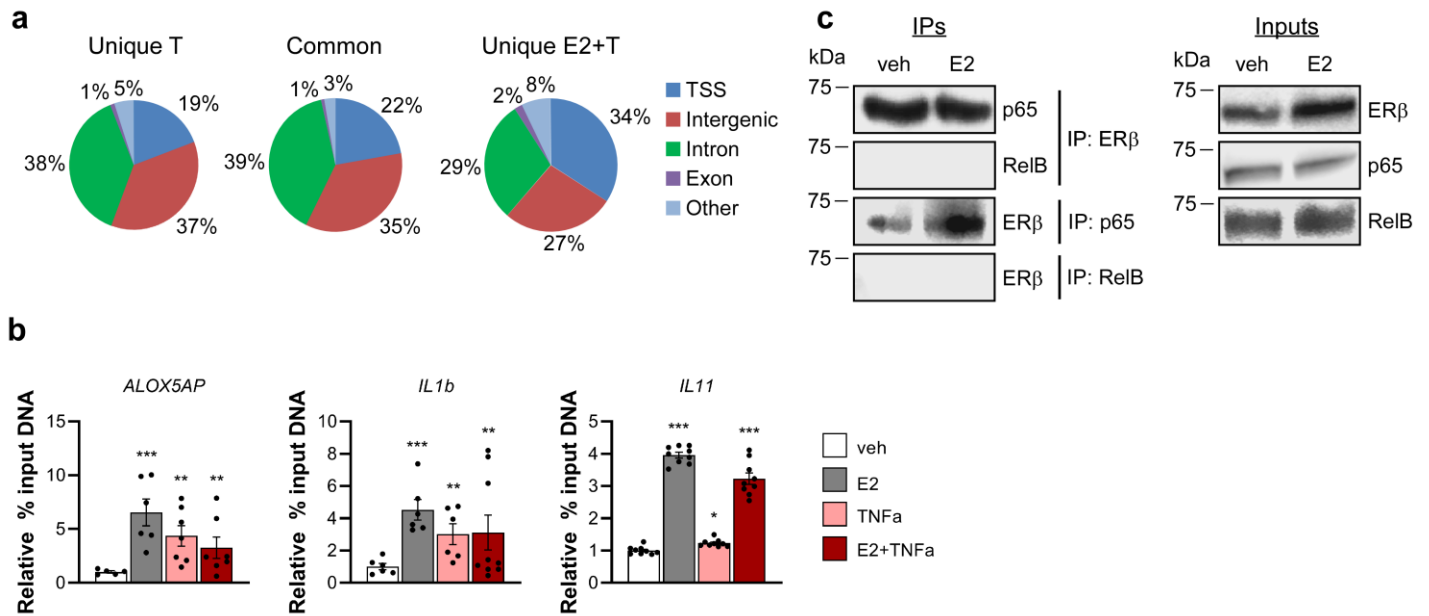

**Supplementary Figure 3. (a)** Genomic distribution of p65 binding in MDA-MB-231-ER $\beta$  cells at sites detected via ChIP-seq following treatment with only TNF $\alpha$  (Unique T), only E2+TNF $\alpha$  (Unique E+T), or both (Common). **(b)** ChIP-PCR for ER $\beta$  at 3 identified p65 binding sites that encode an NRE in the absence of a nearby ERE. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 relative to veh + dox treatment (one-way ANOVA). All data is presented as mean  $\pm$  SEM. **(c)** Co-IP of HEK293T nuclear lysates that were immunoprecipitated with ER $\beta$ , p65, or RELB specific antibodies followed by western blotting with indicated antibodies. Non-immunoprecipitated inputs from nuclear lysates are shown as loading controls.

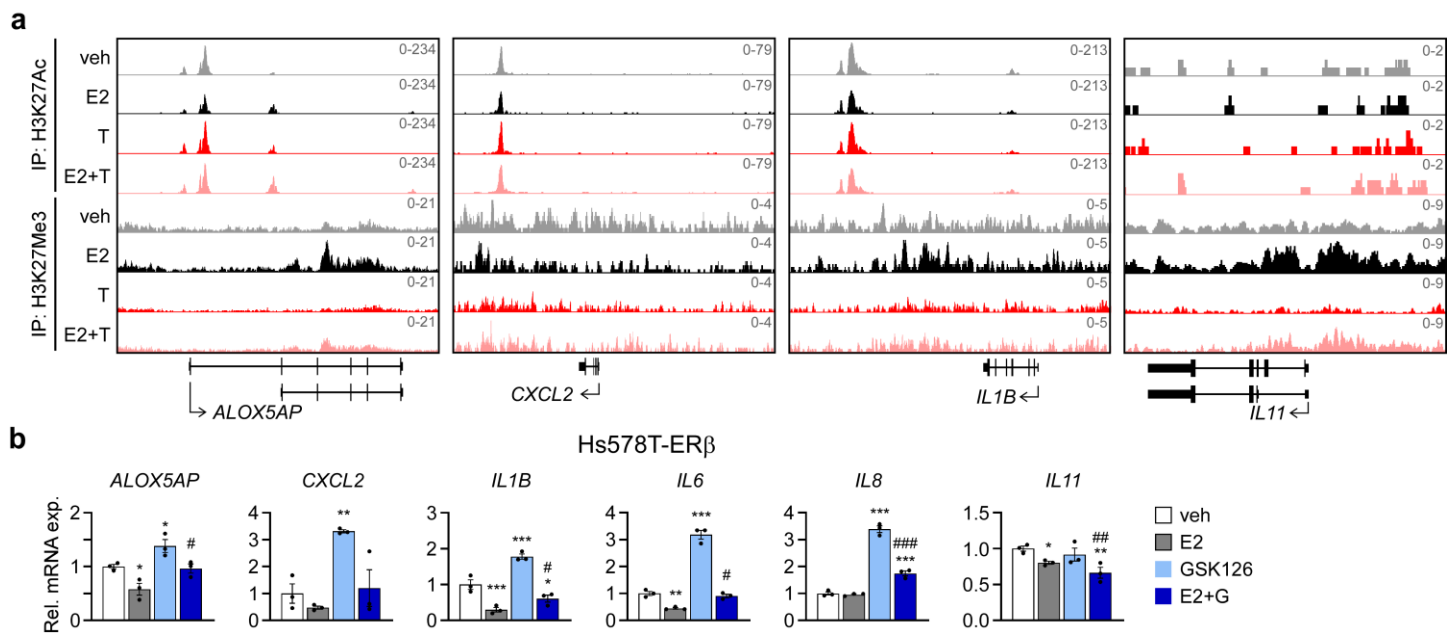

**Supplementary Figure 4. (a)** Example ChIP-seq tracks at NF $\kappa$ B/p65 target gene loci for H3K27ac and H3K27me3 following veh, E2, TNF $\alpha$  (T), and E2+TNF $\alpha$  (E2+T) treatment. **(b)** mRNA expression of NF $\kappa$ B/p65 target genes in Hs578T cells following veh E2, 5 $\mu$ M GSK126, or E2+GSK126 as determined by RT-qPCR. Data is presented as mean  $\pm$  SEM. \*P<0.05, \*\*P<0.01, \*\*\*P<0.001 relative to veh + dox and #P<0.05, ##P<0.01, ###P<0.001 relative to E2 alone (one-way ANOVA).

## SUPPLEMENTAL TABLES

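The genes with the largest fitted changes past the thresholds in E2 relative to vehicle, among those with a mean of at least 1 CPM over all libraries and no overlap between the groups, were taken, 4 in each direction. Where every library of a group had at most 3 counts only a bound is known, and some bounds are smaller than the changes of genes not named here, so these genes are not shown to have changed the most. MIR622, MAB21L4, S100A7 and FGFBP1 had at most 3 counts in each vehicle library. They were at least 1021-fold, 555-fold, 192-fold and 134-fold higher with E2, at 74.1 ± 15.0, 40.3 ± 10.1, 13.9 ± 3.70 and 9.75 ± 3.52 CPM (SD, n = 3). S100A7 has a spliced copy elsewhere in the genome. MIR622 is shorter than the 200 bases that a copy had to match, so whether it has a copy was not tested. It was also at 36.2 CPM with TNFα and 48.8 CPM with E2+ TNFα, so its difference from vehicle was not particular to E2. A technical difference of the vehicle libraries cannot be told apart from a rise here. DOCK11, GCNA and MTRNR2L12 had at most 3 counts in each E2 library and were at least 16.5-fold, 10.3-fold and 28.5-fold lower. MTRNR2L12 is an intronless gene with other copies. CCL20 was at 0.392 ± 0.05 CPM in vehicle and without counts in E2 libraries. It passed the thresholds (adjusted p = 0.00448 from edgeR), but the size of its fall could not be bounded at this depth, so it is not shown to be among the largest. Of the genes in the available copy of the table, 664 were tested here, and 431 of these were significantly regulated in E2 relative to vehicle. With the RUV factor 309 of the 664 were, and with the GC and length trends removed 406 were.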

**Supplemental Table 1.** Genes significantly regulated following 5 days of 1nM E2 treatment of ER $\beta$  expressing MDA-MB-231 cells.

| Gene     | logFC       | logCPM       | PValue      | FDR         |
|----------|-------------|--------------|-------------|-------------|
| F13A1    | 10.13065864 | 4.616093019  | 6.52E-143   | 1.02E-139   |
| CXCL14   | 9.755813283 | 7.475945458  | 4.22E-121   | 3.11E-118   |
| CST5     | 9.353252791 | 3.844952224  | 6.94E-63    | 1.36E-60    |
| KRT13    | 9.231876262 | 7.347656485  | 4.13E-91    | 1.91E-88    |
| CST2     | 8.997605987 | 5.746488363  | 5.32E-83    | 1.85E-80    |
| CST1     | 8.893111846 | 10.13262154  | 1.32E-55    | 2.29E-53    |
| TNS4     | 8.638163291 | 7.415758926  | 4.74E-228   | 5.93E-224   |
| MAB21L4  | 8.560469278 | 3.939475086  | 2.10E-101   | 1.31E-98    |
| MGAT3    | 8.13293599  | 3.517365704  | 1.07E-80    | 3.25E-78    |
| LOXL4    | 8.087182946 | 11.58090912  | 1.25E-150   | 2.61E-147   |
| CST4     | 8.057760205 | 9.021202136  | 1.32E-54    | 2.26E-52    |
| SEMA3B   | 7.811443988 | 9.150709877  | 1.87E-34    | 1.56E-32    |
| CCN5     | 7.702070558 | 3.388691465  | 1.07E-57    | 1.91E-55    |
| ALPP     | 7.683086111 | 8.767889873  | 1.21E-121   | 9.48E-119   |
| S100A7   | 7.481410477 | 2.024144911  | 3.05E-22    | 1.35E-20    |
| TMOD1    | 7.446053467 | 4.816867365  | 1.68E-99    | 9.54E-97    |
| SERPINA9 | 7.416888746 | 4.046871036  | 8.97E-63    | 1.73E-60    |
| ALPG     | 7.406099416 | 5.075516334  | 5.33E-74    | 1.33E-71    |
| TMPRSS3  | 7.21350032  | 2.909086415  | 1.40E-52    | 2.13E-50    |
| CYTH4    | 7.144312093 | 4.676202354  | 2.89E-145   | 5.18E-142   |
| GJA5     | 7.136094236 | 2.838371865  | 9.79E-56    | 1.73E-53    |
| CADM1    | 7.025599654 | -0.919392803 | 6.08E-05    | 0.000323686 |
| TFF1     | 7.013501867 | -0.889260788 | 5.08E-10    | 7.15E-09    |
| FGFBP1   | 6.991919838 | 1.551057804  | 1.07E-22    | 4.94E-21    |
| TUBA3E   | 6.882127604 | 2.296631269  | 1.11E-40    | 1.22E-38    |
| HAVCR2   | 6.749698555 | 5.600428538  | 7.59E-127   | 7.31E-124   |
| GCNT3    | 6.715653947 | 2.669088218  | 3.60E-44    | 4.51E-42    |
| DPYSL3   | 6.623455313 | -1.217271052 | 2.72E-06    | 1.98E-05    |
| B3GNT6   | 6.542503188 | 1.606570862  | 3.24E-28    | 2.06E-26    |
| SYT8     | 6.249886285 | -1.455958991 | 1.93E-06    | 1.45E-05    |
| CPZ      | 6.247967884 | 1.692285641  | 1.97E-31    | 1.44E-29    |
| ACKR3    | 6.234599023 | 2.749008237  | 1.43E-46    | 1.95E-44    |
| OLFML3   | 6.19657661  | 3.744672005  | 4.80E-78    | 1.37E-75    |
| S100A9   | 6.005302547 | 1.755060286  | 7.68E-22    | 3.25E-20    |
| SERPINA6 | 5.936584377 | 1.037440018  | 2.87E-21    | 1.17E-19    |
| ABCB1    | 5.871302181 | -0.218204037 | 7.13E-13    | 1.34E-11    |
| SLC2A5   | 5.865062118 | 2.050717302  | 7.91E-21    | 3.18E-19    |
| INHBB    | 5.847414156 | 5.230902526  | 3.34E-127   | 3.48E-124   |
| LUM      | 5.755536304 | -1.830008735 | 0.000397548 | 0.001719136 |
| VASN     | 5.685216909 | 7.354924912  | 2.35E-65    | 4.98E-63    |
| GPR78    | 5.658735367 | -1.87948241  | 0.000835599 | 0.003277213 |
| CALHM5   | 5.550579772 | 1.044382406  | 4.54E-17    | 1.31E-15    |
| PLEKHS1  | 5.55027047  | 2.961732353  | 2.89E-43    | 3.47E-41    |
| CLEC4M   | 5.431112923 | 3.592941829  | 1.57E-34    | 1.32E-32    |
| IL1R2    | 5.408502248 | 1.958265852  | 2.98E-30    | 2.08E-28    |
| GASK1B   | 5.295729879 | 1.996007481  | 4.59E-28    | 2.89E-26    |

**Supplemental Table 2.** Genes significantly regulated following 3 hours of 20ng/mL TNF $\alpha$  treatment of ER $\beta$  expressing MDA-MB-231 cells.

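By the same rule, with the same limit on the order of genes known only by a bound, the largest fitted changes in TNFα relative to vehicle included MIR622 (chromosome 13 of hg38, 90231182 to 90231277), which had no counts in vehicle libraries and was at least 499-fold higher at 36.2 ± 3.51 CPM (SD, n = 3). PTTG2 (chromosome 4, 37960435 to 37961010) was at least 127-fold higher and NACA2 (chromosome 17, 61590433 to 61591202) rose by 7.70 on the log2 scale, from 0.523 ± 0.183 to 109 ± 11.4 CPM. PTTG2 and NACA2 are intronless copies of spliced genes, and MIR622 was too short for the test of copies. NHSL2 (chromosome X, 72144184 to 72161750) rose by 7.90. DEFB103A, which the counts list at 2 loci, was at least 19.7-fold lower, with no counts in TNFα libraries. MTRNR2L12 changed by -6.72 and MTRNR2L8 by -6.63, and both are intronless genes with other copies. Of the genes in the available copy of the table, 740 were tested here and 736 were significantly regulated in TNFα relative to vehicle. With the RUV factor 362 of the 740 were, and removing the GC and length trends lowered the number nearly as far, so this overlap depended on the processing.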

| Gene     | logFC       | logCPM       | PValue      | FDR         |
|----------|-------------|--------------|-------------|-------------|
| AARSD1   | 5.710330464 | -0.212146363 | 0.000226146 | 0.000625385 |
| TNF      | 5.366096685 | 4.19028799   | 2.85E-92    | 2.55E-89    |
| MIR622   | 5.127226298 | 3.942466417  | 2.14E-25    | 1.51E-23    |
| MEFV     | 4.925572321 | 1.279891893  | 1.15E-36    | 1.94E-34    |
| LTB      | 4.479642966 | 7.142330726  | 6.01E-55    | 2.21E-52    |
| DPYSL3   | 4.365371507 | -2.731776514 | 0.019515282 | 0.034867395 |
| KRTAP9-1 | 4.311245898 | -2.733753924 | 0.039346043 | 0.065008989 |
| NHSL2    | 3.917534888 | 5.626744538  | 4.95E-25    | 3.33E-23    |
| PTTG2    | 3.916854884 | 2.263719341  | 1.18E-13    | 1.71E-12    |
| NACA2    | 3.889514868 | 5.612481557  | 1.83E-37    | 3.36E-35    |
| EFNA1    | 3.873809784 | 8.038342505  | 3.65E-130   | 6.52E-127   |
| ASB2     | 3.751444801 | 3.880684825  | 6.73E-76    | 4.21E-73    |
| HDGFL1   | 3.690212945 | -0.809751395 | 1.91E-07    | 9.54E-07    |
| SLC34A2  | 3.595359949 | 1.180700646  | 3.92E-17    | 9.63E-16    |
| SERPINA3 | 3.411844949 | 2.369637514  | 5.26E-17    | 1.26E-15    |
| ZNF534   | 3.39172502  | 2.586975841  | 1.06E-08    | 6.70E-08    |
| EDARADD  | 3.390744519 | 9.46424827   | 3.66E-22    | 1.73E-20    |
| GALNT9   | 3.38429053  | 1.148943798  | 5.07E-24    | 3.08E-22    |
| CCL20    | 3.355823125 | 0.79337847   | 2.12E-18    | 6.19E-17    |
| CCL2     | 3.338825816 | -0.086088127 | 7.42E-10    | 5.77E-09    |
| IRF1     | 3.336359057 | 7.615950353  | 9.65E-195   | 3.02E-191   |
| TRAF1    | 3.334070442 | 8.145605432  | 1.12E-198   | 4.69E-195   |
| CSNK1A1L | 3.299800902 | 1.929673917  | 2.40E-19    | 7.95E-18    |
| PCDHB5   | 3.292433937 | 0.442269808  | 1.64E-08    | 1.00E-07    |
| TCIM     | 3.270914474 | 0.291044685  | 1.19E-11    | 1.25E-10    |
| MGAT3    | 3.255750428 | -0.869101837 | 1.53E-05    | 5.36E-05    |
| F2RL3    | 3.240192225 | 2.223384402  | 1.27E-25    | 9.26E-24    |
| CACNA2D4 | 3.196153868 | 1.943955458  | 5.00E-31    | 5.54E-29    |
| FAM71D   | 3.134749305 | 2.770084561  | 8.64E-08    | 4.63E-07    |
| SCLY     | 3.126330104 | 0.307504626  | 6.18E-07    | 2.81E-06    |
| GSPT2    | 3.053140633 | 2.159493319  | 5.78E-14    | 8.84E-13    |
| PCDHB6   | 3.050887035 | 0.868288663  | 1.51E-15    | 2.96E-14    |
| RNF223   | 3.046572609 | 2.248052726  | 1.01E-34    | 1.50E-32    |
| PRKACG   | 2.991916196 | 0.968703722  | 2.58E-09    | 1.83E-08    |
| MAGEA10  | 2.966841516 | 1.125556101  | 2.55E-07    | 1.24E-06    |
| CSF1     | 2.951446599 | 8.642619326  | 1.61E-236   | 2.01E-232   |
| NPFFR2   | 2.950925416 | -0.588364131 | 1.32E-06    | 5.61E-06    |
| BDKRB1   | 2.880863217 | -0.312485526 | 1.04E-09    | 7.91E-09    |
| PANDAR   | 2.852651658 | 3.567348682  | 7.66E-13    | 9.68E-12    |
| CPZ      | 2.847455036 | -1.141829412 | 8.08E-06    | 2.99E-05    |
| TNFAIP2  | 2.845502792 | 9.795593711  | 2.69E-208   | 1.69E-204   |
| PABPC3   | 2.830642594 | 8.570778957  | 4.21E-34    | 5.99E-32    |
| SOD3     | 2.830551491 | -0.490426585 | 4.96E-05    | 0.000157324 |
| ANP32C   | 2.797193157 | 2.899535065  | 4.82E-13    | 6.34E-12    |
| PLPP3    | 2.788107322 | 4.252992539  | 2.10E-54    | 7.52E-52    |
| PCDHB8   | 2.745005154 | 0.539666767  | 7.45E-12    | 8.06E-11    |
| C11orf98 | 2.66753891  | 1.842803886  | 5.88E-05    | 0.000183599 |
| PRPS1L1  | 2.666982632 | 1.139715662  | 8.94E-10    | 6.84E-09    |

|           |              |              |             |             |
|-----------|--------------|--------------|-------------|-------------|
| PSG1      | -3.320570052 | -1.891195214 | 3.04E-05    | 0.000100647 |
| HSPA1B    | -3.323258091 | 9.018934867  | 1.26E-149   | 3.15E-146   |
| CPNE7     | -3.327685089 | -1.390374725 | 5.42E-08    | 3.00E-07    |
| MSLN      | -3.345272369 | -1.602926641 | 3.24E-06    | 1.29E-05    |
| MT1G      | -3.4546157   | -2.586141595 | 0.005564662 | 0.011364438 |
| TATDN1    | -3.459647883 | -0.146949374 | 1.96E-17    | 5.11E-16    |
| SCFD1     | -3.487616177 | 2.098123855  | 1.42E-42    | 3.29E-40    |
| HSPA1A    | -3.489534612 | 8.68834055   | 6.05E-148   | 1.26E-144   |
| MTRNR2L12 | -3.553261014 | 0.240519646  | 1.47E-11    | 1.51E-10    |
| CNN1      | -3.569135156 | -0.406990211 | 3.89E-14    | 6.09E-13    |
| RHOJ      | -3.589082736 | -2.523830952 | 0.003202905 | 0.006902595 |
| FOLR3     | -3.611881612 | -2.058371731 | 2.20E-05    | 7.46E-05    |
| KBTBD8    | -3.670719773 | -0.748888603 | 7.49E-11    | 6.81E-10    |
| ARC       | -3.687150665 | 2.06646395   | 4.32E-28    | 3.78E-26    |
| RFPL4A    | -3.723936511 | -1.635630965 | 2.79E-07    | 1.35E-06    |
| MCTP1     | -3.726033577 | 0.673286914  | 2.04E-26    | 1.60E-24    |
| MTRNR2L8  | -3.849979994 | 0.493860178  | 1.61E-15    | 3.13E-14    |
| IGIP      | -3.990721494 | -0.492453686 | 1.93E-16    | 4.36E-15    |
| FBXL7     | -4.02867134  | -2.297822784 | 0.000211646 | 0.000589191 |
| GCKR      | -4.058161498 | -1.775177536 | 1.78E-07    | 8.95E-07    |
| HSPA6     | -4.116265258 | 4.27697262   | 5.07E-127   | 7.93E-124   |
| MIR221    | -4.136331582 | -1.035539431 | 1.24E-12    | 1.52E-11    |
| ALOX15B   | -4.174648802 | -3.026266392 | 0.036208372 | 0.060366575 |
| GJA5      | -4.176534385 | -3.02607378  | 0.035887464 | 0.059903355 |
| GK        | -4.31935354  | 0.599696346  | 1.36E-30    | 1.45E-28    |
| KRTAP19-5 | -4.424852498 | -2.94286541  | 0.018762698 | 0.033637436 |
| PAGE2B    | -4.425885319 | -2.942753694 | 0.018777222 | 0.033658654 |
| CRCT1     | -4.426971901 | -2.942682363 | 0.019518388 | 0.034867395 |
| ADCY10P1  | -4.43660044  | -2.05670426  | 1.20E-06    | 5.16E-06    |
| ZNF404    | -4.507143346 | -2.012648211 | 3.71E-07    | 1.76E-06    |
| MTRNR2L6  | -4.573401976 | -1.969954564 | 2.51E-07    | 1.22E-06    |
| MMP10     | -4.590900933 | -0.989739014 | 5.84E-14    | 8.90E-13    |
| SAA2-SAA4 | -4.635053432 | -1.928773438 | 1.35E-07    | 6.98E-07    |
| MIR125B1  | -4.641078615 | -2.863713714 | 0.010888926 | 0.02072024  |
| MTRNR2L10 | -4.861426155 | -1.773651131 | 2.16E-08    | 1.29E-07    |
| S100G     | -4.917591454 | -1.73682475  | 4.07E-09    | 2.79E-08    |
| SPANXN3   | -4.98689896  | -2.717888512 | 0.001480239 | 0.003417132 |
| KCTD4     | -5.267465762 | -2.584998729 | 0.000430909 | 0.001119201 |
| PPIAL4F   | -5.608858109 | -2.405364497 | 8.29E-05    | 0.000251739 |
| DEFB103B  | -6.287771653 | -0.635650646 | 1.81E-19    | 6.16E-18    |
| DEFB103A  | -6.419600198 | -0.518091365 | 5.67E-21    | 2.34E-19    |

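In E2+ TNFα relative to vehicle, the rule named MIR622, MAB21L4, S100A7 and PTTG2, which had at most 3 counts in each vehicle library. They were at least 673-fold, 490-fold, 153-fold and 99.8-fold higher, and not all are shown to have risen the most. PTTG2 is an intronless copy of a spliced gene, and MIR622 was too short for the test of copies. Of the genes with the largest fitted fall, MTRNR2L8 was at least 76.0-fold lower and MTRNR2L12 changed by -7.002. HAS2 (chromosome 8 of hg38, 121612116 to 121641390) fell from 33.2 ± 4.49 to 0.415 ± 0.182 CPM (SD, n = 3), a log2 fold change of -6.36 (adjusted p = 3.44e-09 from edgeR). SARNP (chromosome 12, 55752463 to 55817756) fell from 27.2 ± 1.81 to 0.543 ± 0.492 CPM, or -5.53 (adjusted p = 1e-07). Relative to TNFα, the largest fitted rises with E2+ TNFα were of MAB21L4, CST5, GJA5 and S100A7, which had no counts in TNFα libraries and were at least 228-fold, 86.3-fold, 74.0-fold and 71.3-fold higher. These bounds do not show that they rose more than other genes. The largest fitted falls were of GDF15 (-7.58), DMBT1 (-5.20), CSF3 (-4.96) and NUPR1 (-4.79). Of the genes in the available copy of the table, 1036 were tested here and 939 were significantly regulated in E2+ TNFα relative to vehicle. With the RUV factor 550 of the 1036 were, and with the GC and length trends removed 648 were.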

**Supplemental Table 3.** Genes significantly regulated following 5 days of 1nM E2 treatment + the addition of 20ng/mL TNF $\alpha$  for the final 3 hours in ER $\beta$  expressing MDA-MB-231 cells.

| Gene    | logFC       | logCPM      | PValue    | FDR       |
|---------|-------------|-------------|-----------|-----------|
| F13A1   | 9.46032249  | 3.93027114  | 6.28E-80  | 2.02E-77  |
| MAB21L4 | 8.761734096 | 4.131705954 | 4.90E-88  | 2.36E-85  |
| CXCL14  | 8.729687593 | 6.451599105 | 1.22E-111 | 7.65E-109 |
| TNS4    | 8.368343067 | 7.146442622 | 6.17E-314 | 7.72E-310 |
| CST5    | 8.262791224 | 2.76261212  | 9.97E-54  | 1.66E-51  |

**Supplemental Table 4.** Sequences of primers used for RT-qPCR.

| Gene       | Forward (5'-3')        | Reverse (5'-3')        |
|------------|------------------------|------------------------|
| HPRT1      | CGTCTTGCTCGAGATGTGATG  | GAGCACACAGAGGGCTACAATG |
| ER $\beta$ | GATAAAAACCGGCGCAAGAG   | TCACCATTCCCCTTCGTAACA  |
| ALOX5AP    | TGTAGATGCGTACCCCACTT   | AGTATGATGCGTTTCCCAA    |
| CXCL2      | TTGCCACCACCTATTAGCCA   | TGTGTGGCAAGGACCTCTAG   |
| IL1B       | CCACTACAGCAAGGGCTTCAG  | GAACCAGCATCTTCCTCAGCTT |
| IL6        | CACAGACAGCCACTCACCTCTT | GAGATGCCGTGCGAGGATGTAC |
| IL8        | GACAAGAGCCAGGAAGAAACCA | GGCCAGCTTGGAAGTCATGT   |
| IL11       | ATCCCCCGGCCATTATCTC    | CCACCCCTGCTCCTGAAATA   |

**Supplemental Table 5.** Antibodies used for western blotting (western blotting), immunofluorescence (IF), DuoLink™ (DL), co-immunoprecipitation (IP), and/or ChIP, company of purchase, catalog number, and dilution of primary antibody.

| Protein                             | Vendor and Number      | Use(s)           | Dilution(s)                                  |
|-------------------------------------|------------------------|------------------|----------------------------------------------|
| ER $\beta$ (#1)                     | Bio-Rad PPG5/10        | IHC              | 1:150                                        |
| ER $\beta$ (#2)                     | R&D Systems<br>PPZ0506 | WB, IP           | 1:500, 10 $\mu$ l/IP                         |
| $\beta$ -actin                      | Sigma A2228            | WB               | 1:10000                                      |
| Vinculin                            | Abcam ab129002         | WB               | 1:2000                                       |
| Phospho-NF $\kappa$ B               | Cell Signaling 3033    | WB               | 1:1000                                       |
| Total NF $\kappa$ B (p65/RELA) (#1) | Cell Signaling 8242    | WB, IP, DL, ChIP | 1:1000, 10 $\mu$ l/IP, 1:400, 2 $\mu$ g/ChIP |
| Phospho-I $\kappa$ B $\alpha$       | Cell Signaling 9246    | WB               | 1:1000                                       |
| Total I $\kappa$ B $\alpha$         | Cell Signaling 4812    | WB               | 1:1000                                       |
| Total-NF $\kappa$ B (p65/RELA) (#2) | Santa Cruz sc8008      | IF, DL           | 1:100, 1:100                                 |
| RELB                                | Cell Signaling 4954    | WB               | 1:1000                                       |
| ER $\beta$ (#3)                     | MC10                   | ChIP             | Dilute 1:4 use 1 $\mu$ l/IP                  |
| EZH2 (#1)                           | Cell Signaling 5246    | WB, DL           | 1:1000, 1:100                                |
| EZH2 (#2)                           | Abcam ab191250         | ChIP             | 2.5 $\mu$ g/ChIP                             |
| EED                                 | Cell Signaling 51673   | WB               | 1:1000                                       |
| SUZ12                               | Cell Signaling 3737    | WB               | 1:1000                                       |
| FLAG                                | Sigma F3165            | DL               | 1:1000                                       |
| H3K27me3                            | Abcam ab6002           | ChIP             | 2.5 $\mu$ g/ChIP                             |
| RNA Pol II phospho Ser2             | Bethyl, A300-654A      | ChIP             | 2.5 $\mu$ g/ChIP                             |

**Supplemental Table 6.** Sequences of primers used for ChIP-PCR.

| Site    | Forward (5'-3')         | Reverse (5'-3')           |
|---------|-------------------------|---------------------------|
| ALOX5AP | TGGCCCTCTGACATTGCACTGCC | GGAATCAGGCCATGCAGAGCTGC   |
| CXCL2   | CAACTGTGGGATGTTCTTTCTG  | AATGCTTTCCAGAGAAGTAACTCCC |
| IL11    | GGCTCTGAGGCTCTGTGCAGAC  | AGAGCTCTTACCTGAGGCGATGAG  |

UNCROPPED AND UNPROCESSED BLOTS

Figure 1b

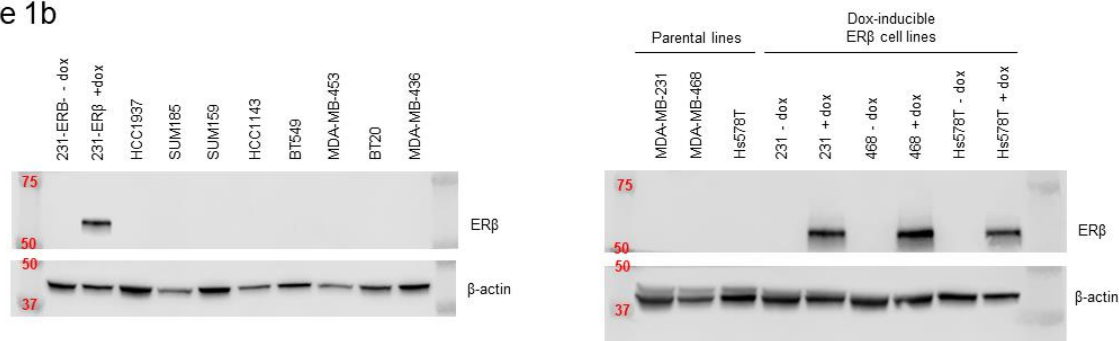

Figure 2e

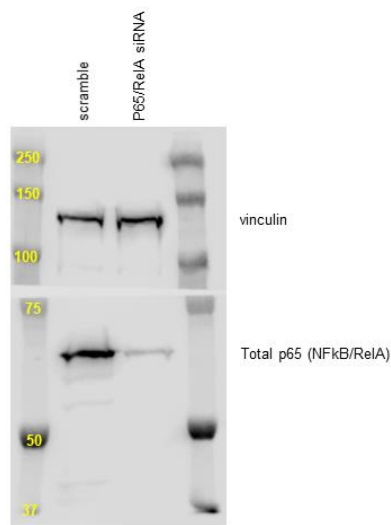

Figure 2g

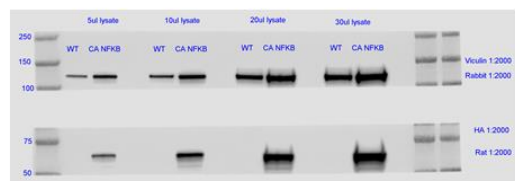

Figure 3g

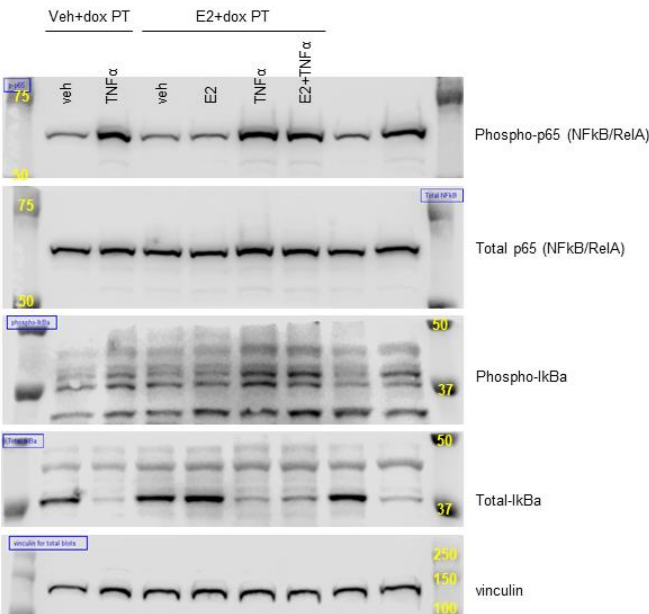

Figure 4g

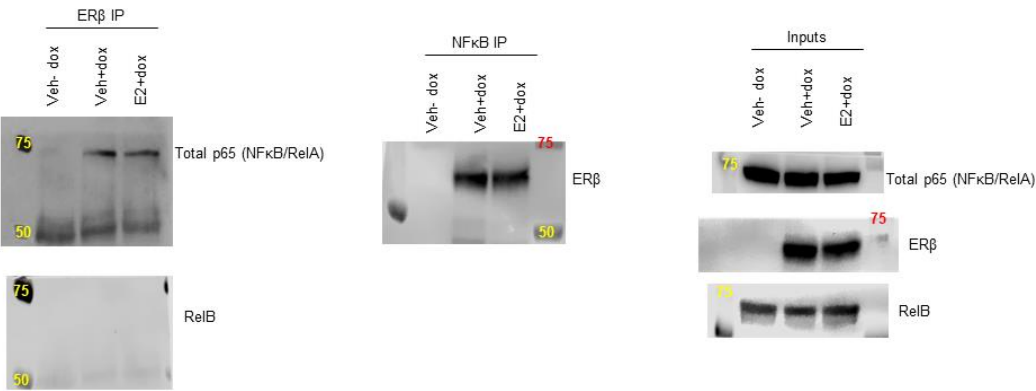

Figure 5c

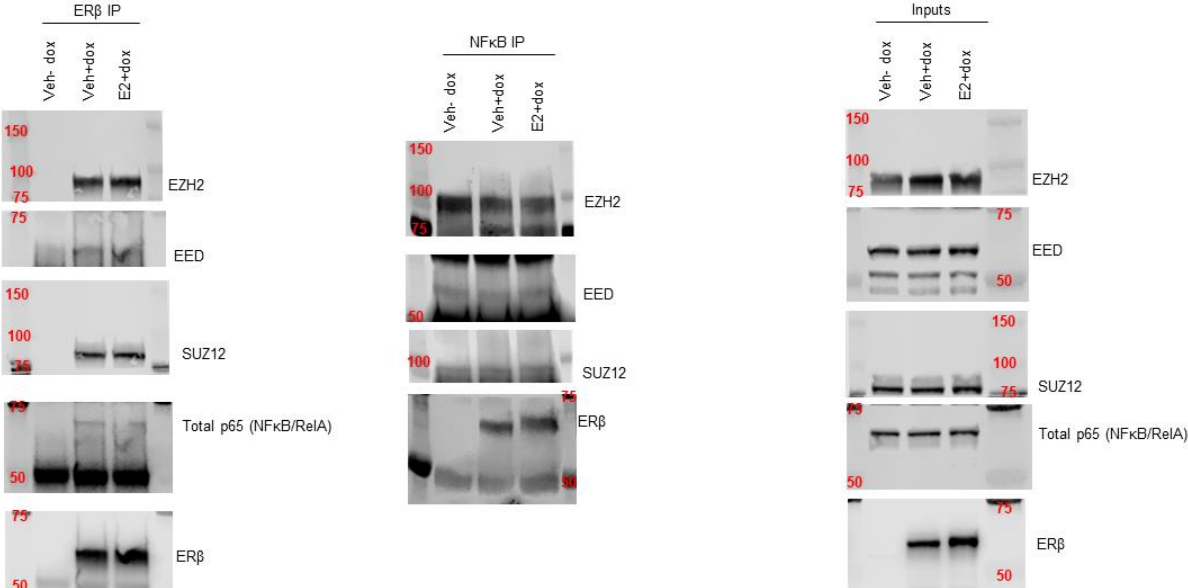

**Supplement:** Supplementary file 2 — Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

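RNA-seq counts of MDA-MB-231-ERβ cells in the presence of dox were re-analysed. The labels of the E2+ TNFα libraries do not name dox, unlike those of the other groups, and dox is taken for them from the paper. Cells had received vehicle, 1 nM E2, 20 ng/ml TNFα or E2+ TNFα, with E2 or vehicle for 5 days and TNFα for the final 3 h, in 3 replicates each (12 libraries). The other experiments of the paper were not analysed here. The authors prepared stranded mRNA libraries, sequenced paired-end reads and assigned mapped reads to genes with featureCounts. The deposited values are uncorrected whole numbers, and the batch correction with RUVseq that the paper describes is not in them. The text names neither the batches nor the curated housekeeping genes, and it does not state the form of the edgeR test or the number of libraries to which the RPKM threshold applied.

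The counts, as deposited, are reads that the authors assigned to genes with featureCounts. Exact repeats (46) and entries with the locus and counts of another symbol (70) were removed, and 14 symbols at more than 1 locus were kept as separate entries. RPKM was computed from the counts and the summed exon length. It was at least 1 in all 12 libraries for 8300 entries and in none for 737. Genes with an RPKM of at least 1 in at least 3 libraries (11303) were tested. Library totals were 7.65 to 39.9 M reads (M, mega), and counting error was small against the spread between replicates for all but genes with few reads. Where every library of a group had at most 3 counts, the change is given as a bound against 3 counts. Such bounds cover counting error only.

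Counts were normalized with TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with 4 group means in one fit. The comparisons were E2, TNFα and E2+ TNFα relative to vehicle, E2+ TNFα relative to TNFα and to E2, and the interaction of E2 and TNFα. Thresholds were those of the paper. Gene lists were tested with camera on voom values (limma 3.58.1) with a preset correlation of 0.01. The lists were 60 NFκB target genes, cytokine and chemokine ligands chosen by symbol (57 in the table), and 20 housekeeping genes. The genes named in the text were set by a rule written in advance. They are the p65 targets of the RT-qPCR and the tumors, the coloured genes of the network in Fig. 1i, receptors and members of the complexes, known targets of E2 or TNFα, and the 4 largest fitted rises and 4 largest fitted falls of each pairwise comparison among genes past the thresholds with a mean of at least 1 CPM and no overlap between the groups. The comparisons in which each of these genes is listed were set after values had been seen. The comparison of the NFκB target list between E2+ TNFα and E2 was added after values of some of its genes had been seen. Adjustment of p over the 12 list tests was added after the results were seen, and so was the restriction of the largest falls to genes with a negative change, which removed 4 genes that had risen.

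The alternatives set in advance were size factors of DESeq2 or library size only in place of TMM, no filter or at least 10 counts in every library, the replicate number as a block, an unwanted factor from the housekeeping genes computed as in RUVg, DESeq2 1.42.0, the likelihood ratio test of edgeR, a fit of the 2 compared groups only, fry and an estimated correlation for the lists, genes chosen on other replicates, and each library left out in turn. After seeing the data, 3 more were added, namely removal of each library's loess trend (span 0.3) with exon GC content and gene length, the same with the replicate block, and leaving out genes with a copy elsewhere. The trend removal was devised after the trend with GC content had been seen, and its values had been set beside the paper's before it was fixed.

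Exon sequences were aligned to hg38 with minimap2 2.31 in spliced mode. A gene was taken to have a copy where at least 200 bases matched elsewhere, at an identity of at least 90% for intronless copies and 95% for copies of spliced genes. Hits on alternative haplotype contigs were first counted as copies and were excluded after the results for copies had been seen. For copy classes, each gene's value was taken relative to the median of genes of similar GC content (20 bins), and class medians were compared with the central 95% of medians of 10000 random sets of as many genes. Each pairwise result was recomputed for all 10 splits of its 6 libraries, and results of the whole design for 60 groupings of the 12 libraries, the real one among them. The share of agreement that comparisons with a common control give without any effect was taken from 20 simulations. In them every library was drawn at the mean levels of the vehicle libraries, without a batch or a GC trend.

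The steps were tested on simulated data for 11303 genes with 200 changed. The quasi-likelihood test recovered 200 with 0 false calls, and DESeq2 198 with 1. When a GC trend was added to the vehicle libraries, the quasi-likelihood test recovered 177 with 1516 false calls, and with the trends removed 198 with 2. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, sequences with pysam 0.24.0 and samtools 1.23.1, and plots with matplotlib 3.10.9.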

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

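The tests of trends with GC content and gene length and all tests of the intronless copies were chosen only after the result was seen, and the other tests were set before.

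The effect of TNFα differed with E2 for 3593 genes, which passed the thresholds for the interaction, 2543 of them with a positive and 1050 with a negative value. Leaving out 1 library at a time gave 2848 to 3911. The share with a positive value was 70.8%, but 53.0% (820 of 1547) with the trends with GC content and length removed and 57.3% (571 of 997) with the RUV factor, so the excess of positive values depends on the processing. Of 60 groupings of the 12 libraries into 4 groups of 3, only the real one gave as many, and the next largest gave 3539. Trends with GC content and length are not the whole cause, since 1547 genes passed with the trends removed, of which 946 were among the 3593. With all libraries thinned to 7.65 M reads (M, mega) the number was 3572, so unequal depth was not the cause either. In 3186 of the 3593 genes (88.7%) the vehicle group was the one farthest from the other 3 groups, which is what an interaction that comes from the vehicle libraries standing apart would give. The vehicle libraries may stand apart because of a batch or because E2 and TNFα change the same genes, and these cannot be told apart here because vehicle libraries would make up the whole batch.

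The NFκB target list fell in the interaction, with a median log2 value of -0.65 (p = 0.0029 from camera, n = 50 genes) and 34 of the 50 genes below 0, so TNFα raised the list less with E2 than without. Across the 12 fits that each left out 1 library, p was 0.00134 to 0.005. It was 0.0572 with the trends in GC content and length removed and 0.181 with an estimated correlation. Of the 60 groupings, with the real one among them, 26 gave a p as small. The other groupings mix libraries of different treatments and so carry the effects of TNFα and of the vehicle libraries on this list, and the count does not show what groups without a treatment effect would give. An E2 effect on the response to TNFα stays open.

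For CXCL8 the interaction was 4.60 on the log2 scale (standard error 0.751, adjusted p = 7.58e-05), because its value was lower with TNFα than with vehicle and higher with E2+ TNFα than with E2. Leaving out 1 library at a time gave 3.89 to 5.35. With the RUV factor the interaction was -1.56 and with the trends removed 1.54. The lower value with TNFα may come from the trends with GC content and length, since the log2 fold change of CXCL8 in TNFα relative to vehicle was 1.20 with them removed. A biological difference in the response of CXCL8 stays open, because the interaction kept its sign with the trends removed but not with the RUV factor.

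For IL11 the interaction was -1.63 (standard error 0.290, adjusted p = 0.000156), as TNFα raised it without E2 and not with E2. It was under the size threshold without vehicle replicate 2 (-1.48) and without TNFα replicate 3 (-1.31). The value was -1.30 with library size only, -0.77 with the trends removed and -0.51 with the RUV factor, always below 0 in the settings that were run. The trends may account for part of it, and an E2 effect on the response to TNFα stays open.

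The paper does not discuss intronless copies of spliced genes. Of the 34 such genes tested, 29 were lower in vehicle libraries than in the 9 others and 5 were higher (CU639417.1, NORAD, NUDT4B, FOXO3B and KRTAP2-3, by 0.48 to 1.93, named after their values were seen), with a median log2 difference of -3.20 against genes of matched GC content (-2.31 without matching, and -2.34 without a prior count and with every value under 3 counts set to 3 counts). PTTG2 was at 0.0154 CPM in vehicle libraries and at 7.24 to 9.23 CPM in the means of the other groups, NACA2 at 0.523 against 62.0 to 109 CPM, and PABPC3, named for its level after its values were seen, at 16.2 against 565 to 755 CPM. A trend with GC content is excluded as the cause, because the values are taken relative to genes of similar GC content, and the central 95% of medians of random sets of 34 genes on that scale ran from -0.33 to 0.35. Genomic DNA in the 9 other libraries is excluded as the whole cause, because it would raise intronless genes without a copy as much, and their median was -0.58. Reads placed differently between a gene and its copies in the vehicle libraries are a candidate explanation that the values leave undecided. Spliced genes with a spliced copy were at 0.81 and spliced genes without a copy at -0.00, but spliced genes with an intronless copy, which would gain the reads that the copies lose, were at 0.11, within the central range of random sets (-0.11 to 0.12). A response to E2 or to TNFα predicts a difference in a comparison without vehicle only if the 2 treatments act unequally. In E2+ TNFα relative to TNFα the median was -0.10, within the central range of random sets (-0.21 to 0.21), so an equal response to both treatments cannot be told apart from a technical difference of the vehicle libraries.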

How the results depend on the processing

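The replicate numbers do not pair the libraries, since 4 of 18 same-number pairs of groups had a correlation of residuals over 0.1 and the lowest was -0.47, so the replicate block was an alternative only. With size factors of DESeq2, no filter, library size only, the replicate block, DESeq2 and the likelihood ratio test, every count of regulated genes stayed within 1.5 times its value. In the first 4 of these settings, and with at least 10 counts in every library, the tests of the lists kept their direction and their side of 0.05. The lists were not tested with DESeq2 or the likelihood ratio test.

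In E2+ TNFα relative to E2, 46 genes were significantly regulated, against 24 with at least 10 counts in every library, 28 in a fit of the 2 groups only and 85 with the RUV factor. The first tests fewer genes and the second uses fewer samples, and the cause of the third was not tested. Without E2 replicate 3 the number was 84.

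The RUV factor gave 1417 regulated genes in E2, 1095 in TNFα and 1253 in E2+ TNFα relative to vehicle, 997 with an interaction, 494 TNFα-regulated genes not regulated with E2+ TNFα, and a median of -0.17 for the TNFα-induced genes. The factor itself separates the vehicle libraries from the others. With it the NFκB target list (p = 0.218, n = 50 genes) and the cytokine list (p = 0.338) changed direction in E2 relative to vehicle. So did these genes in that comparison, with values of 1.52 for CXCL8, -1.49 for FMOD, -3.11 for MIR138-1, -0.68 for CITED4, -0.082 for KCNJ4, -0.12 for RELA, 0.68 for EED, -0.024 for ICAM1 and 2.16 for BIRC3. In TNFα relative to vehicle, CXCL8 (3.24) and ALOX5AP (-0.61) changed sign, as did IL11 (0.22) and ALOX5AP (0.024) in E2+ TNFα relative to E2 and CXCL8 (-1.56) and ALOX5AP (0.63) in the interaction. The cause was not tested.

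Removal of the trends with GC content and length, chosen after seeing the data, gave 1571, 1185 and 1238 regulated genes relative to vehicle in the same order, 1547 with an interaction, 526 TNFα-regulated genes not regulated with E2+ TNFα, and a median of -0.44 for the TNFα-induced genes. The direction changed for the NFκB target list (p = 0.404, n = 50 genes) and the cytokine list (p = 0.389) in E2 relative to vehicle, and the NFκB target list no longer passed 0.05 in the interaction (p = 0.0572). In E2 relative to vehicle, the values that changed sign were 0.081 for IL6, -0.60 for FMOD, -0.38 for MIR138-1, -1.49 for CITED4, -0.40 for KCNJ4 and 1.28 for BIRC3. CXCL8 in TNFα relative to vehicle was 1.20, and IL11 in E2+ TNFα relative to E2 was 0.11. Together with the replicate block, these values were 1559, 1194 and 1248 genes, 1548 and 529 genes, -0.45, p of 0.391, 0.371 and 0.0569, and then 0.082, -0.60, -0.40, -1.49, -0.45 and 1.26, and 1.18 and 0.12. The cause of the trends was not tested.

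With library size only, FMOD (-0.36) and CITED4 (-0.24) in E2 relative to vehicle and IL11 (0.058) in E2+ TNFα relative to E2 changed sign, and with the replicate block FMOD did (-0.0095). All these main values were close to 0. With an estimated correlation the interaction of the NFκB target list had p = 0.181 (n = 50 genes), and with fry the list in E2 relative to vehicle had p = 0.0191. These tests treat the correlation between genes differently, and fry does not set the list against the other genes. As 9249 of the genes tested had an adjusted p of at most 0.1 in E2 relative to vehicle, the p from fry does not set this list apart.

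Without genes that have a copy, also chosen after seeing the data, 3141, 2746 and 2607 genes were regulated relative to vehicle, and the lists kept their direction and their side of 0.05. For the cytokine list in E2 relative to vehicle (p = 0.789 from camera, n = 48 genes) this rests on leaving out hits on alternative haplotype contigs, a choice made after the results were seen. With such hits counted as copies the direction of this list was reversed (p = 0.961, n = 43 genes), the other list tests kept their direction and their side of 0.05, and 3085, 2692 and 2557 genes were regulated relative to vehicle.

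Calls shared by the reported processing, the RUV factor and the removal of trends were 503 of 3447 genes in E2, 449 of 3016 in TNFα and 556 of 2837 in E2+ TNFα relative to vehicle, 553 of 628 in E2+ TNFα relative to TNFα, 31 of 46 relative to E2 and 373 of 3593 in the interaction.

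Leaving out 1 library at a time gave 2734 to 3641, 2348 to 3163, 2217 to 3154, 572 to 729 and 32 to 84 regulated genes in the 5 pairwise comparisons, in that order, 2848 to 3911 with an interaction and 719 to 1151 TNFα-regulated genes not regulated with E2+ TNFα. The median was -0.44 to -0.27 for the TNFα-induced genes, with -0.44 without E2+ TNFα replicate 3, and 0.18 to 0.61 for the repressed genes. For the NFκB target list, p was 0.437 to 0.723 in E2 and 2.54e-13 to 2.89e-12 in TNFα relative to vehicle, 1.35e-07 to 5.91e-07 in E2+ TNFα relative to TNFα, 1.77e-64 to 4.15e-39 relative to E2 and 0.00134 to 0.005 in the interaction. For the cytokine list in E2 relative to vehicle it was 0.485 to 0.911. Single genes changed sign for FMOD (-0.34 to 0.26) and CITED4 (-0.68 to 0.51) in E2 relative to vehicle, CXCL8 in E2+ TNFα relative to TNFα (-0.83 to 0.31) and IL11 relative to E2 (-0.16 to 0.011).

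Of 1235 values of the 118 results for named genes in settings that kept all libraries, 1126 kept their direction and their side of the thresholds, 31 came past the thresholds, 43 fell under them and 35 changed sign. Of 720 values with 1 library left out, these numbers were 676, 13, 21 and 10.

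The depth of the data limits genes with few reads. Every library of a group had at most 3 counts for 30, 33 and 17 regulated genes relative to vehicle, 25 in E2+ TNFα relative to TNFα and 6 relative to E2, and the bound was under the size threshold for 9, 16, 1, 4 and 6 of them. CCL20 in E2 relative to vehicle is 1 such gene, and although it passed the thresholds the size of its fall could not be bounded at this depth. Between E2+ TNFα and E2 it was at least 2.28-fold higher.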

Differences from the paper's values

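Relative to vehicle, 3447 genes were significantly regulated by E2 against the paper's 877. None of the alternatives set before the data were examined closed the gap, and the nearest was the RUV factor with 1417. For TNFα, 3016 genes were regulated against the paper's 915. The RUV factor (1095) came within 1.5 times the paper's number and the other alternatives set before the data were examined did not. Removal of the trends with GC content and length, which was chosen after seeing the values, gave 1185, also within that range, and 1194 with the replicate block. Of the TNFα-regulated genes, 900 were not regulated with E2+ TNFα, against the paper's 458. Here too the RUV factor (494) closed the gap and the other alternatives set before the data were examined did not, and removal of the trends, chosen after seeing the values, gave 526, and 529 with the replicate block.

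Single genes were compared with the fold changes in the available copy of the paper's supplemental tables, which holds 874, 914 and 1289 genes. On the log2 scale of both, an alternative set before the data were examined closed the gap for the following genes in E2 relative to vehicle. B3GNT5 was at -3.13 against the paper's -1.71, and at -1.37 with the RUV factor. BIRC3 was at -1.38 against the paper's 2.30, and at 2.16 with the RUV factor. E2F7 was at -3.07 against the paper's -1.93, and at -1.97 with the RUV factor. SOD3 was at 5.38 against the paper's 3.88, and was closer with the RUV factor (4.79) and without vehicle replicate 2 (4.86). CXCL1 was at -1.24 against the paper's -1.52, and at -1.59 with library size only and -1.38 without vehicle replicate 2. CLIP2 was at -1.36 against the paper's -1.84, and the gap closed with library size only (-1.72), at least 10 counts in every library, and without vehicle replicate 2 or 3 or E2 replicate 2 or 3. The other alternatives set before the data were examined did not close the gap for these 6 genes.

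For the other genes that differed, none of the alternatives set before the data were examined closed the gap. In E2 relative to vehicle these were CALB2 at 3.75 against the paper's 3.91, CARD6 at 1.21 against the paper's 2.08, CITED4 at 0.10 against the paper's -1.83, CST7 at -2.18 against the paper's -3.54, CXCL8 at -4.72 against the paper's -2.81, ESR2 at -0.62 against the paper's 2.91, FMOD at 0.003 against the paper's 3.32 and FUCA1 at -1.21 against the paper's -1.74. Further such genes were GFPT2 at -0.47 against the paper's -1.73, GREB1 at 3.90 against the paper's 4.88, IL11 at -2.61 against the paper's -4.24, IL1B at -2.88 against the paper's -4.37, IL6 at -0.53 against the paper's -1.55, KCNJ4 at 0.59 against the paper's -1.66, SLC2A5 at 3.97 against the paper's 5.87 and ZNF385A at 2.73 against the paper's 1.72. As bounds on the log2 scale, DOCK11 was at -4.05 or lower against the paper's -2.21, GCNA at -3.37 or lower against the paper's -2.61 and MIR622 at 10.00 or higher against the paper's 2.65.

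In TNFα relative to vehicle the genes were ICAM1 at 1.92 against the paper's 1.53, IL1B at 2.80 against the paper's 1.85, IL6 at 2.85 against the paper's 2.19, MTRNR2L12 at -6.72 against the paper's -3.55, MTRNR2L8 at -6.63 against the paper's -3.85 and NACA2 at 7.70 against the paper's 3.89. The others were NFKBIA at 2.36 against the paper's 1.89, NHSL2 at 7.90 against the paper's 3.92, TNF at 6.84 against the paper's 5.37 and TNFAIP3 at 1.55 against the paper's 2.11. As bounds, MIR622 was at 8.96 or higher against the paper's 5.13 and PTTG2 at 6.99 or higher against the paper's 3.92. None of the alternatives set before the data were examined closed the gap for these genes.

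Removal of the trends with GC content and length, chosen after seeing the values, brought these genes in E2 relative to vehicle within the spread between replicates of the paper's value, with or without the replicate block. Without the block, the values were -1.37 for B3GNT5, 2.05 for CARD6, -1.49 for CITED4, -1.95 for CLIP2, -3.33 for CST7, -2.43 for CXCL8, -1.71 for E2F7, -1.67 for FUCA1, 4.25 for SOD3 and 1.78 for ZNF385A. It did not do so for the other genes above that have fitted values. CARD6, CLIP2 and FUCA1, which the paper calls regulated by E2, were past the thresholds with the RUV factor (2.80, -2.82 and -1.99) and with the trends removed (2.05, -1.95 and -1.67). CLIP2, FUCA1 and CXCL1 were past them with library size only (-1.72, -1.56 and -1.59), CLIP2 was without vehicle replicate 2 (-1.53) or 3 (-1.51), and BIRC3 was with the RUV factor (2.16, adjusted p = 0.0938). IL6, GFPT2, CITED4, KCNJ4, FMOD, MIR138-1 and ESR2, also called by the paper, were past the thresholds in the paper's direction in none of the settings run.

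In Fig. 1i the paper draws FMOD as induced, and here it was at 0.003. CITED4 and KCNJ4 are drawn as repressed and were at 0.10 and 0.59. RT-qPCR panels of the paper, from other RNA and a longer TNFα treatment, draw ALOX5AP as repressed by E2, IL8 as induced by TNFα and IL11 as unchanged by TNFα. In these libraries ALOX5AP changed by -0.68 with E2 (adjusted p = 0.111), CXCL8 by -1.31 and IL11 by 1.57 with TNFα. With the RUV factor, CXCL8 was at 3.24 and IL11 at 0.73 in TNFα relative to vehicle. With the GC and length trends removed these were 1.20 and 0.88, so the direction of CXCL8 depended on the processing. The paper reports inverse correlations of the ERβ transcriptome with NFκB gene sets, and the median of the NFκB target list in E2 relative to vehicle was 0.34, with 27 genes higher and 23 lower. The direction of the list was reversed with the RUV factor (p = 0.218 from camera, n = 50 genes) and with the trends removed (p = 0.404). The paper's statement that E2 attenuated the TNFα response used, for RNA-seq, comparisons with vehicle, and it also rested on RT-qPCR, reporter and migration assays. With E2 present TNFα still raised 46 of the 50 NFκB target genes, 19 of them past the thresholds. That does not argue against attenuation. Relative to TNFα alone, 34 of the 50 were lower and 16 higher with E2+ TNFα (median -0.49).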

Other observations

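All tests of the trends with GC content and length and of leaving out genes with a copy were chosen only after the result was seen. So were those of a response shared by E2 and TNFα, of a batch and of the NFκB target list in E2+ TNFα relative to E2. The other tests were set before.

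Relative to vehicle, 3447, 3016 and 2837 genes were significantly regulated by E2, TNFα and E2+ TNFα, against 628 between E2+ TNFα and TNFα and 46 between E2+ TNFα and E2. Trends with GC content and gene length are not the whole cause, since 1571 genes were regulated by E2 with the trends removed. Depth is not the cause, since 3442 were regulated with all libraries thinned to the smallest total, and genes with a copy are not, since 3141 were regulated without them. A batch that holds the vehicle libraries and a response shared by E2 and TNFα both stay open. The fold changes of E2 and TNFα relative to vehicle correlated across genes at r = 0.812, or 0.661 with the trends removed, and the housekeeping genes had a median absolute change of 0.44 in E2 relative to vehicle. Either explanation could give these values, and they cannot be told apart, because the vehicle condition would coincide with the batch.

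Of the 10 splits of the 6 libraries of each pairwise comparison, 1 (the real one) gave as many regulated genes for E2, TNFα and E2+ TNFα relative to vehicle and for E2+ TNFα relative to TNFα, and the next largest gave 0. For E2+ TNFα relative to E2, 2 of the 10 splits gave as many. The other one set replicates 1 and 2 of E2+ TNFα and replicate 1 of E2 against the rest and gave 87 genes, more than the real 46, and it follows no batch that the labels give. With 10 splits the share is never under 0.1. For the NFκB target list, 8 of the 10 splits gave a p as small in E2 relative to vehicle, 2 in TNFα relative to vehicle (the other had p = 3.14e-12, n = 50 genes) and 1 in E2+ TNFα relative to TNFα (the next had p = 0.00018). For the cytokine list in E2 relative to vehicle, 7 of the 10 did.

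Of 60 groupings of the 12 libraries, with the real one among them, 3 gave at least 900 TNFα-regulated genes not regulated with E2+ TNFα. A median at least as far from 0 as the real one came in 4 groupings for the TNFα-induced genes (-0.33) and in 4 for the TNFα-repressed genes (0.41). Only 3 of the regroupings had any such genes to measure, and each of these 3 gave a median at least as far from 0. The other groupings carry treatment effects because they mix libraries of different treatments, so these counts do not show what groups without an effect would give.

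The TNFα-induced genes were lower in E2+ TNFα than in TNFα libraries. The choice of the genes on the same TNFα libraries is not the whole cause, because the median was -0.31 when the genes were chosen on 2 TNFα replicates and measured on the third (mean of 3 values). The NFκB target list was lower in the same comparison with p = 1.22e-05 (n = 50 genes) after the trends with GC content and length were removed, so these trends are not the whole cause. An effect of E2 on these genes is a hypothesis that the design allows, found and tested on the same data.

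The NFκB target list was higher in E2+ TNFα than in E2 libraries (p = 6.39e-58, n = 50 genes), a comparison that does not use the vehicle libraries and that the paper does not report. It is consistent with TNFα still raising NFκB target genes in E2-treated cells.

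CXCL8 was lower in TNFα than in vehicle libraries. Trends with GC content and length may account for the direction, since the value was 1.20 with them removed.

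In the cytokine list, the median log2 fold change was 0.81 in TNFα (p = 0.000196 from camera, n = 49 genes) and 0.84 in E2+ TNFα relative to vehicle (p = 0.00617), -0.35 in E2+ TNFα relative to TNFα (p = 0.0158), 0.19 relative to E2 (p = 1.01e-10) and -0.43 in the interaction (p = 0.105). The list shares 18 genes with the NFκB target list. ESR2 changed by -0.62 in E2 and -0.89 in TNFα relative to vehicle and by 0.81 in E2+ TNFα relative to TNFα. BIRC3 rose by 3.44 in E2+ TNFα relative to TNFα.

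The paper's log2 fold changes for E2 in the available copy of its table (664 genes tested here) had the same sign as E2 relative to vehicle for 91.4% of genes, with a Pearson r across genes of 0.852 and a median absolute difference of 0.99. The same values had the sign of E2+ TNFα relative to TNFα for 97.6% of genes, with r = 0.943 and a median absolute difference of 0.57. Against the E2 group minus the TNFα group, these were 99.3%, 0.947 and 0.50. The paper's values for TNFα (740 genes) and E2+ TNFα (1036 genes) had r = 0.973 and 0.953 with the corresponding comparisons with vehicle, and median absolute differences of 1.38 and 0.76. With the trends removed, the median absolute differences from comparisons with vehicle were 0.76 for E2, 0.70 for TNFα and 0.54 for E2+ TNFα. The r were then 0.87, 0.92 and 0.93. With the RUV factor the differences were 0.88, 0.84 and 0.66 in the same order, and the r 0.84, 0.84 and 0.89. Whether the paper's values for E2 were computed against these vehicle libraries is not known, and why they are closer to comparisons without vehicle was not tested.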
